# Linking Incomplete Reprogramming to the Improved Pluripotency of Murine Embryonal Carcinoma Cell-Derived Pluripotent Stem Cells

**DOI:** 10.1371/journal.pone.0010320

**Published:** 2010-04-26

**Authors:** Gang Chang, Yi-Liang Miao, Yu Zhang, Sheng Liu, Zhaohui Kou, Junjun Ding, Da-Yuan Chen, Qing-Yuan Sun, Shaorong Gao

## Abstract

Somatic cell nuclear transfer (SCNT) has been proved capable of reprogramming various differentiated somatic cells into pluripotent stem cells. Recently, induced pluripotent stem cells (iPS) have been successfully derived from mouse and human somatic cells by the over-expression of a combination of transcription factors. However, the molecular mechanisms underlying the reprogramming mediated by either the SCNT or iPS approach are poorly understood. Increasing evidence indicates that many tumor pathways play roles in the derivation of iPS cells. Embryonal carcinoma (EC) cells have the characteristics of both stem cells and cancer cells and thus they might be the better candidates for elucidating the details of the reprogramming process. Although previous studies indicate that EC cells cannot be reprogrammed into real pluripotent stem cells, the reasons for this remain unclear. Here, nuclei from mouse EC cells (P19) were transplanted into enucleated oocytes and pluripotent stem cells (P19 NTES cells) were subsequently established. Interestingly, P19 NTES cells prolonged the development of tetraploid aggregated embryos compared to EC cells alone. More importantly, we found that the expression recovery of the imprinted *H19* gene was dependent on the methylation state in the differential methylation region (DMR). The induction of *Nanog* expression, however, was independent of the promoter region DNA methylation state in P19 NTES cells. A whole-genome transcriptome analysis further demonstrated that P19 NTES cells were indeed the intermediates between P19 cells and ES cells and many interesting genes were uncovered that may be responsible for the failed reprogramming of P19 cells. To our knowledge, for the first time, we linked incomplete reprogramming to the improved pluripotency of EC cell-derived pluripotent stem cells. The candidate genes we discovered may be useful not only for understanding the mechanisms of reprogramming, but also for deciphering the transition between tumorigenesis and pluripotency.

## Introduction

Various differentiated somatic cells can be reprogrammed into a totipotent, or at least pluripotent state by somatic cell nuclear transfer (SCNT), which includes fetus-derived epithelial cell lines [1], cumulus cells [2], mature B and T lymphocytes [3], olfactory sensory neurons [4], [5] and natural killer T cells [6]. This reprogramming process requires the reversal of epigenetic modifications, such as DNA methylation, histone modifications, and the condensation state of chromatin [7]. Recently, induced pluripotent stem (iPS) cells were generated by the forced expression of four transcription factors in mouse fibroblasts, and the derived iPS cells are similar to ES cells [8]. However, the detailed mechanisms underlying these complicated reprogramming events are not well understood.

Epigenetic modifications play important roles during the development of embryos and the initiation of disease. The definition of cell fate always coincides with changes in its epigenetic modifications, such as DNA methylation and histone modifications. Aberrant epigenetic modifications could result in many kinds of diseases, such as cancer [9]. For instance, it is well known that the promoter regions of many important tumor suppressor-genes are always hypermethylated, which inactivates the supervisory roles of tumor suppressor genes, thus resulting in the neoplasia [10]. During the reprogramming process mediated by SCNT, genetic alternations cannot be corrected, whereas the epigenetic modifications can indeed be reset.

Embryonal carcinoma (EC) cells, derived from teratocarcinomas, are capable of unlimited self-renewal and can differentiate into several kinds of somatic cells. The isolation of EC cells also provides us with a preliminary framework for embryonic stem cells [11]. Thus, EC cells are widely used as the *in vitro* models for dissecting several fundamental questions related to development and pluripotency [12]. Moreover, the discovery of EC cells demonstrated the existence of the so-called “cancer stem cells” for the first time, predating the current interest in these by several decades. Although EC cells still have similar characteristics to other cancer cells, such as the genetic mutations, they differ from other kinds of cancer cells in the developmental potential, as assessed by the blastocyst injection assay [13].

Previous studies have indicated that some tumor cells are able to direct the development of early cloned embryos, producing morphologically normal blastocysts that give rise to NTES cell lines, but the cloned embryos are not able to develop into live pups after their transfer into the uterus [14], [15], [16]. The failed reprogramming of tumor cells may be due to characteristics of the donor cells, such as the profound genetic changes or the differentiation states of these cells. Accumulated evidence implies that cancer cells may have an inseparable connection with induced pluripotent cells [8], [17], [18]. Considering the special status of EC cells, which have the dual identities of both cancer cells and multipotent cells, we have designed our experiments relying on EC cells. The reprogramming of EC cells may provide an excellent model for understanding the maintenance of tumorigenic potential and pluripotency.

In the present study, we attempted to answer two questions by reprogramming P19 EC cells through SCNT: (I) Can EC cells be reprogrammed and become pluripotent, and to what extent can they be reprogrammed? (II) What molecular events occur during the reprogramming of EC cells?

## Results

### 1. The development of cloned embryos reconstructed with P19 cells and the establishment of P19 cell-derived pluripotent stem cells

In this study, two tumor cell lines (N2a and P19) with different development potentials were chosen as the donors for the nuclear transplantation. Compared to the N2a cell line, the P19 cell line was highly tumorigenic and in a low differentiation state, characteristics that were verified by the subcutaneous injection into immunodeficient mice (data not shown). P19 cells also always adhered to the culture dish and showed a typical morphology of cancer cells when cultured *in vitro* (Figure 1A).

**Figure 1:**
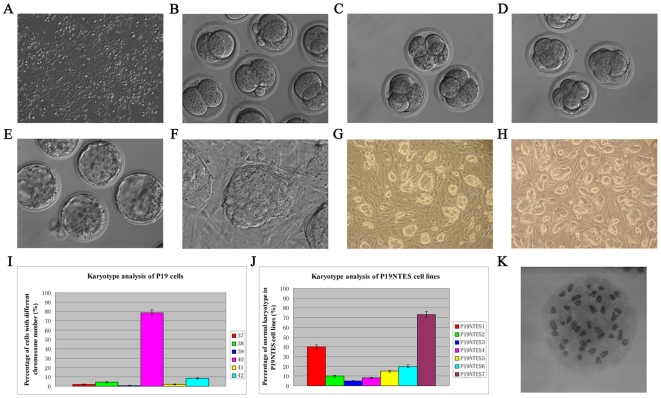
The reprogramming of EC cells and establishment of P19 NTES cell lines. (A) P19 cells cultured *in vitro*. (B) Two-cell stage cloned embryos of P19 cells. (C) Four-cell stage cloned embryos of P19 cells. (D) Eight-cell or morula stage cloned embryos of P19 cells. (E) Reconstructed blastocyst derived from P19 cells. (F) Outgrowth generated from *in vitro* cultured cloned blastocyst of P19 cells. (G) P19 NTES1 cell line at Passage 10. (H) P19 NTES7 cell line at Passage 11. (I) Karyotype analysis of P19 cells. The X-axis represents different chromosome number; the Y-axis represents the percentage of cells with different chromosome number. (J) Karyotype analysis of P19 NTES cell lines. The X-axis represents the serial number of P19 NTES cell line; the Y-axis represents the normal karyotype percentage of each cell line. (K) A typical karyotype of P19 NTES7.

Nuclei from the two tumor cell lines were injected into enucleated B6D2F1 oocytes and the reconstructed oocytes were activated and cultured to evaluate their *in vitro* developmental capacity. We were unable to obtain cloned blastocysts from 53 reconstructed oocytes containing the nuclei of N2a cells, but we succeeded in producing 171 cloned blastocysts from 628 oocytes after the transfer of nuclei from P19 cells. The development of P19 cell-derived cloned embryos resembled the embryos derived from cumulus cells, which always acted as the control for the routine nuclear transfer assay (Figure 1B, C, D, E). The proportion of cleaved oocytes that reached the blastocyst stage was nearly 30% (Table 1).

**Table 1:** *In vitro* development of embryos after nuclear transfer of N2a cells, P19 cells, and cumulus cells (CCs).

Cell Type	No. of Oocytes	No. of 2-Cell (%)	No. of 4-Cell (%)	No. of Morula (%)	No. of Blastocyst (%)
N2a	53	33 (60.7±12.2)^a^	9 (16.4±6.8)^a^	0 (0)^a^	0 (0)^a^
P19	361	299 (83.6±2.1)^b^	191 (53.4±1.6)^b^	129 (36.1±1.5)^ b^	95 (29.7±1.6)^b^
CCs	452	412 (91.2±2.7)^b^	259 (57.4±6.5)^b^	173 (38.4±11.6)^b^	117 (26.0±5.4)^b^

a, b, c: These values differ significantly from one another (P<0.05).

Because blastocysts reconstructed with P19 cells had a higher developmental rate, we were very interested in whether these cloned blastocysts could maintain the full-term development of embryos. Therefore, cloned blastocysts derived from P19 cells were transferred back into the uteri of pseudo-pregnant mice, but we failed to get full-term pups. Then we tried to obtain cloned pups through the “two-step” cloning method, which was efficient in overcoming the underlying handicaps that resulted from the direct cloning [3], [4]. First, seven NTES cell lines were established from 21 cloned blastocysts derived from P19 cells with a rate of about 33.3%, which was comparable to the rate of cell lines derived from fertilized embryos (data not shown). These NTES cells from the P19 cells all had the typical morphology of normal ES cells and could be passaged *in vitro* long-term (Figure 1F, G, H). As tumor cells always had karyotype problems, we eliminated the impact resulting from abnormal karyotypes by selecting normal ES cell lines. As seen from Figure 1I, the karyotypes of the P19 cells were relatively normal, 78.7% of which contained 40 chromosomes. Among the P19 NTES cells, however, only P19 NTES7 cells showed relatively normal karyotypes (73.3%) and this line was thus selected for subsequent experiments (Figure 1J, K).

### 2. Pluripotent P19 NTES cells dramatically prolong the development of tetraploid aggregated embryos

P19 NTES cells maintained the typical morphology of normal murine ES cells when cultured *in vitro* long-term. After this period of culturing, we performed teratoma formation and tetraploid blastocyst aggregation assays to verify their pluripotency. After being subcutaneously injected into SCID mice for three to four weeks, P19 NTES cells could form teratomas with a high frequency. The histology of the resulting tumors from P19 NTES cells exhibited differentiation into neural and glial cells (Figure 2A), gland and column-like epithelia (Figure 2B), and skeletal muscle (Figure 2C). Moreover, the expression of pluripotent genes, such as *Zfp42*, *Nanog*, *Sox2* and *Pou5f1,* were also observed in P19 NTES cells, although P19 cells also had a high background expression of these pluripotent markers (Figure 2D).

**Figure 2:**
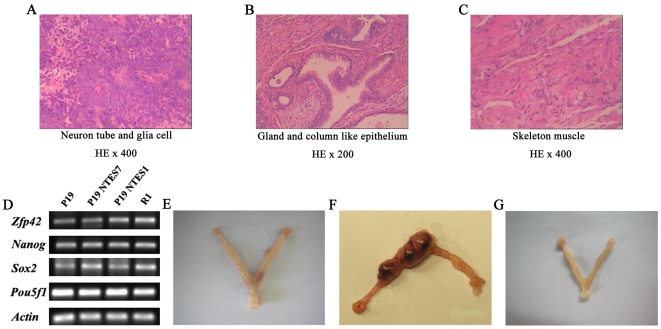
Pluripotency verifications of P19 NTES cells. Teratoma formation, RT-PCR and tetraploid aggregated assays were used to evaluate the pluripotency of P19 NTES cells from different aspects. (A), (B), (C) HE staining results of the paraffin embedded sections of teratoma derived from P19 NTES7. As shown in A-C, neuron tube and glia cells, gland, and column-like epithelium and skeleton muscle, which represent the three germ layers, respectively, could be observed in teratoma tissues. (D) The expression of pluripotent genes of P19 and P19 NTES cells as determined by RT-PCR. (E) The uterus and the dead tetraploid embryos of P19 cells at E8.5. (F) The uterus and the dead tetraploid embryos of P19 NTES7 at E8.5. (G) The uterus transplanted with tetraploid embryos derived from P19 NTES1 at E8.5.

The EC cells joined in the formation of somatic tissues after they were injected into blastocysts [13]. Therefore, the detection of three germ layers in the teratoma tissues could just reflect the *in vivo* differentiation potential of P19 NTES cells, not their real pluripotency. It was also unknown whether pluripotent stem cells derived from the EC cells could eliminate their tumorigenic potential and maintain the full-term development of the tetraploid chimera, which was the stringent standard for pluripotency. Therefore, tetraploid blastocyst aggregation assays were performed with P19 cells and P19 NTES cells separately. Among the 121 blastocysts injected with P19 cells, only four placentas under absorption were observed at embryonic day (E) 8.5, which was consistent with the results of previous studies, and no live fetuses could be isolated from the absorbing tissues after C-section (Figure 2E and Table 2). In contrast to P19 cells, P19 NTES7 could prolong the development of tetraploid aggregated embryos dramatically. As shown in Figure 2F and Table 2, tetraploid aggregated embryos derived from P19 NTES7 always had bigger placentas than those of P19 cells and the implantation rate was very high, which was a direct indication of increased pluripotency. Although most of these implanted tetraploid complementary embryos derived from P19 NTES7 died before E8.5, we were able to obtain six live E8.5 fetuses of P19 NTES7 from the pseudo-pregnant mice via C-section (Table 2). In contrast to P19 NTES7 cells, P19 NTES1 cells failed to maintain the early development of tetraploid aggregated embryos beyond E8.5 (Figure 2G and Table 2). Therefore, although P19 NTES7 also failed to maintain the full-term development of tetraploid aggregated embryos, it did have an increased pluripotency compared to its progenitor P19 cells.

**Table 2:** The development of tetraploid mice derived from P19, P19NTES7 and P19NTES1 cells.

Cell type	Injected blastocyst	Implantation site	Embryos Arrested before E8.5	Live pups at E8.5	Full term pups
P19	121	4	4	0	0
P19 NTES7	459	231	225	6	0
P19 NTES1	156	0	0	0	0

These data indicated that P19 NTES cells had an increased pluripotency compared to their progenitor cells and the improved pluripotency could extend the development of tetraploid aggregated embryos dramatically. However, not every P19 NTES cell line had the similar improved pluripotency of P19 NTES7, with P19 NTES1 as the typical example.

### 3. The results of molecular analyses indicate that P19 NTES cells are intermediate between EC cells and ES cells

Because P19 NTES cells showed an improved pluripotency as compared with progenitor cells, we hypothesized that undiscovered molecular events lead to this cell fate transition. We thus decided to characterize this phenomenon by thoroughly analyzing the molecular characteristics of P19 NTES cells. We used real-time PCR and microarrays to generate a global view of the transcriptional change during the reprogramming process of P19 cells. First, we analyzed the expression of many cancer or pluripotency-related genes in P19 NTES7 cells with several specific cell lines as controls. These cell lines included the normal ES cells (R1), which are the gold standard of true pluripotency, NTES cells derived from Sertoli cells (S16), iPS cells generated from fibroblasts (iPS) and mouse embryonic fibroblasts (MEF). As shown in Figure 3A-F, we classified these genes into three groups. The first group included the genes that could be induced during the reprogramming process of P19 cells by NT, with *Nanog* as the representative gene. The second group comprised the genes that could not be induced to the expression level of normal ES cells, with *Trp53* as the example. The third group contained the genes with no expression change during this process, such as *Pou5f1* and *Sox2.* Thus, we had direct evidence supporting our hypothesis that P19 NTES7 had a unique molecular code, which was worthy of a deeper analysis.

**Figure 3:**
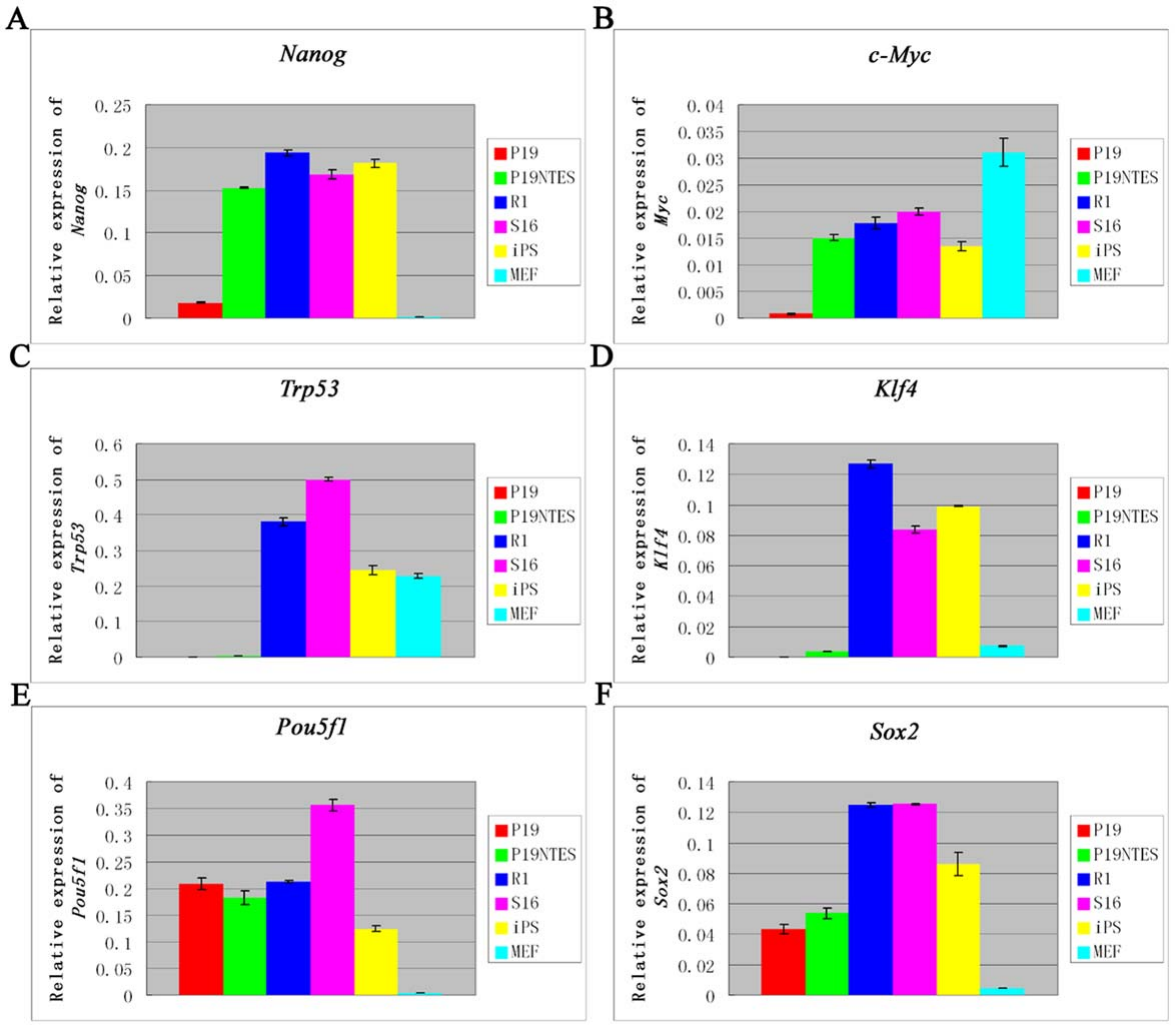
The comparison of P19 NTES cells to normal ES cells, NTES cells, iPS cells and MEF. Quantitative PCR was used to assess the difference among these cells at the level of mRNA by analyzing several important genes. (A), (B) *Nanog* and *c-Myc* are representative of genes that could be induced in P19 NTES cells successfully. (C), (D) *Trp53* and *Klf4* are representative of genes that could not be induced in P19 NTES cells. (E), (F) *Pou5f1* and *Sox2* are genes that did not change during the process of EC reprogramming. Error bars depict standard deviation. p-value<0.01.

To test this hypothesis, we used microarray for analyzing the transcriptome of P19 NTES cells to help us understand the improved pluripotency detected (Accession number: GSE18691). 

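RNA from 3 mouse cell lines was measured, with 3 arrays for each line. P19 is an embryonal carcinoma line, P19 NTES7 is an ES-like line derived from blastocysts cloned from P19 nuclei, and R1 is an embryonic stem cell line. The sample labels name the second line only as stem cells from P19, and these arrays were taken as P19 NTES7, the 1 such line in the paper's array tables. The authors labelled 100 ng of total RNA for each array, hybridised it to the GeneChip Gene 1.0 ST Array and normalized the probe sets by Robust Multichip Average (RMA). The methods state that the ES cells were collected feeder free. The sample labels call the arrays of a line biological replicates. Whether these came from separate cultures is not given in the sources used here, so the p-values measure the spread between these arrays. The deposited values were intensities on the linear scale, with array medians from 16.5 to 17.5, so the scaling of the median that the methods state is not in them. The paper's Dataset S1 lists the same values for its probe sets, within a relative difference of 4.98e-06. Log2 values of all 28853 probe sets were compared between the lines with limma, with the 9 arrays in 1 fit. A probe set was called differentially expressed where its Benjamini-Hochberg adjusted p was under 0.01 and its fold change was over 2. The platform annotation gave 21789 probe sets 1 gene symbol, 1621 several symbols and 5443 none. Each gene was represented by its brightest probe set, which left 19938 genes, and symbols were matched to the GRCm38.p6 RefSeq genes. Trp53 and H19, which have no entry in that annotation, and Cdkn1a, whose probe set has several names there, were named through the pairs of IDs and symbols in Dataset S1. The number of arrays limited the precision: the median SD of a probe set's log2 value was 0.106 in P19, 0.132 in P19 NTES7 and 0.121 in R1. In data simulated with these spreads, the fit called 48 of 50 probe sets changed 3-fold between R1 and P19. Where a gene is below the array median in a line, folds and shares that use this line are over the array floor and are not exact.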

The microarray results were first displayed as scatter plots, in which the differentially expressed probe sets were marked by red and green dots, while the unchanged probe sets were marked by blue dots. 

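Genes of naive pluripotency and marker genes of fibroblasts were both higher in R1 than in P19 cells. Of 20 measured genes of naive pluripotency, 19 were called higher in R1 and 0 lower (19 when adjusted over the list alone; adjusted p = 7.26e-22 from limma's camera). Some of these genes, such as Esrrb, are in the paper's Table 3 with levels from these arrays, so this test is not fully blind. Tfcp2l1, a transcription factor of the naive network, had an intensity of 12.7 ± 1.14 in P19 and 333 ± 4.78 in R1 (mean ± SD, n = 3 arrays). Of 24 measured markers of fibroblasts, the usual feeder cells, 17 were called higher in R1 and 0 lower (17 when adjusted over the list alone; adjusted p = 8.57e-19 from camera). Among these, Dcn, the matrix proteoglycan decorin, was at 8.45 ± 0.245 in P19 and 232 ± 70.5 in R1. Thbs1, the matrix protein thrombospondin 1, was at 16.4 ± 1.50 in P19 and 448 ± 32.2 in R1. Among the 10 named genes with the largest rises were also Tnc, the matrix protein tenascin C, at 8.73 ± 1.02 in P19 and 441 ± 42.1 in R1, and Mmp3, a matrix metalloproteinase, at 7.41 ± 0.733 in P19 and 293 ± 23.2 in R1. Lncenc1, a noncoding RNA of ES cells, was at 21.6 ± 2.59 in P19 and 916 ± 8.98 in R1. The largest falls from P19 to R1 were those of Bco2, a carotenoid-cleaving enzyme, from 316 ± 15.3 to 7.82 ± 0.490, and Kcnma1, a calcium-activated potassium channel, from 169 ± 43.5 to 6.07 ± 0.659. Plce1, a phospholipase C, fell from 428 ± 66.9 to 15.5 ± 0.144, and A2m, the protease inhibitor alpha-2-macroglobulin, from 2033 ± 148 to 82.8 ± 18.4. In all, 2135 probe sets were called, 1068 higher and 1067 lower in R1. The arrays of R1 and P19 did not overlap in 45.3% of all probe sets, where chance gives 10%. Of 24 gene lists, 15 passed the adjusted limit of 0.05 in camera, all higher in R1, while splits of the 6 arrays that mix the lines put up to 12 past it. Such splits still set unequal numbers of a line's arrays against each other. Part of the line difference stays in them, so they do not give camera's chance rate. Of the 24, 9 passed with an estimated correlation between genes (adjusted p = 0.0203 for naive pluripotency and 0.0280 for the fibroblast markers).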

As shown in Figure 4A, P19 cells had a distinct expression pattern compared to R1 ES cells, and these differentially expressed probe sets represented the difference between EC cells and ES cells. In contrast to the distinct expression pattern in the P19 *versus* R1 group, the P19 NTES7 *versus* P19 group and the P19 NTES7 *versus* R1 group had fewer differentially expressed probe sets. 

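RNA of naive pluripotency, mesoderm and fibroblast genes was higher in the P19 NTES7 samples than in P19, and that of Y-linked genes and of Nr0b1 and Utf1 was lower. Usp26, an X-linked deubiquitinase gene, rose from 9.27 ± 1.82 in P19 to 303 ± 12.8 in P19 NTES7 (mean intensity ± SD, n = 3 arrays). Sfmbt2, an imprinted Polycomb group gene, rose from 21.2 ± 1.42 to 272 ± 22.1, and Lefty2, an inhibitor of Nodal signaling, from 12.0 ± 1.21 to 123 ± 13.2. Nr0b1, a nuclear receptor of the naive network, fell from 607 ± 138 to 33.7 ± 0.418, against 561 ± 3.31 in R1. Utf1, a chromatin factor of pluripotent cells, fell from 471 ± 70.4 to 73.5 ± 20.3, against 584 ± 79.1 in R1. Of 8 measured Y-linked genes, 3 were called lower in P19 NTES7 than in P19 and 0 higher (3 when adjusted over the list alone; adjusted p = 1.87e-04 from camera, and 0.0397 with an estimated correlation). Eif2s3y, a translation initiation factor gene, fell from 156 ± 15.2 to 8.60 ± 0.694, and the histone demethylase genes Kdm5d and Uty also fell. Of 20 genes of naive pluripotency, 10 were called higher and 1 lower in P19 NTES7 than in P19 (the same when adjusted over the list alone; adjusted p = 9.46e-10 from camera). Against R1, 0 were called higher and 16 lower (16 when adjusted over the list alone; adjusted p = 3.69e-23). Of 17 genes of the primitive streak and mesoderm, 6 were called higher than in P19 and 0 lower (6 when adjusted over the list alone; adjusted p = 2.44e-09). Eomes, a T-box factor of the streak, was at 27.2 ± 6.16 in P19 and 146 ± 12.4 in P19 NTES7. Of 24 fibroblast markers, 14 were called higher than in P19 and 0 lower (14 when adjusted over the list alone; adjusted p = 3.40e-21). Against R1, 0 of them were called higher and 4 lower (4 when adjusted over the list alone; adjusted p = 1.57e-06, and 0.103 with an estimated correlation). Genes far lower in P19 NTES7 than in R1 included Triml2, at 7.87 ± 0.794 against 179.9 ± 42.0. Slc27a2, a fatty acid transporter and acyl-CoA synthetase, was at 13.6 ± 1.08 against 208 ± 6.74. Heg1, a membrane protein gene, and Plcg2, a phospholipase C, were higher than in R1, at 348 ± 30.5 against 27.5 ± 0.795 and at 418 ± 68.2 against 56.4 ± 7.88. P19 NTES7 differed from P19 in 839 probe sets, 447 higher and 392 lower, and from R1 in 1305, 575 higher and 730 lower. The arrays did not overlap in 34.4% of probe sets for P19 NTES7 against P19 and in 36.6% against R1, where chance gives 10%. Camera put 14 of the 24 gene lists past the adjusted limit against P19 and 12 against R1, while splits that mix the lines put up to 11 past it in each comparison. These splits also keep part of the line difference. With an estimated correlation, 7 and 4 passed.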

In order to reduce the noise in our analysis, we increased the threshold level (fold change>2, one-way analysis of variance (ANOVA) p-value<0.01). 

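GeneSet A held genes of the germ line, of epithelial junctions and of the immediate response to ERK signaling, nearly all of them higher in R1 than in P19. Of 18 measured germline genes, 10 were called higher in R1 and 0 lower (10 when adjusted over the list alone; adjusted p = 2.73e-11 from camera). Tdrd12, a factor of the piRNA pathway, was at 20.2 ± 3.25 in P19 and 274 ± 15.0 in R1 (mean intensity ± SD, n = 3 arrays), and Ddx4, a germ cell RNA helicase, at 10.2 ± 1.62 in P19 and 45.1 ± 8.56 in R1. Syce1, a protein of the synaptonemal complex, was at 10.1 ± 0.442 in P19 and 45.0 ± 5.37 in R1. Of 20 genes of epithelial junctions, 10 were called higher and 1 lower (the same when adjusted over the list alone; adjusted p = 6.47e-08). Cdh1, which encodes E-cadherin, was at 85.3 ± 26.8 in P19 and 473 ± 39.0 in R1, and Esrp1, a splicing factor of epithelial cells, at 30.9 ± 4.66 in P19 and 259 ± 14.6 in R1. Of 20 genes of the ERK response, 12 were called higher and 0 lower (12 when adjusted over the list alone; adjusted p = 1.54e-09). Fosb, a subunit of AP-1, was at 10.7 ± 1.67 in P19 and 85.6 ± 21.7 in R1, and Spry2, a feedback inhibitor of receptor tyrosine kinase signaling, at 99.7 ± 7.97 in P19 and 538 ± 38.5 in R1. These calls held with an estimated correlation, at adjusted p = 0.0119, 0.0280 and 0.0367 in the same order. Of the 24 fibroblast markers, 17 were called higher in R1 and so moved in the same direction as these groups. The called probe sets represented 1457 genes, 767 higher and 690 lower in R1. Of the 1641 probe sets of Dataset S1, 1627 were called in the limma fit, and 0 had the opposite direction.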

Among the probe sets covered in the GeneChip® Gene 1.0 ST Array System for the mouse genome, we found 1641 differentially expressed probe sets between P19 cells and R1 representing 1514 genes (Dataset S1). The sorted genes included several important genes, such as *BMP4*, *Fbxo15*, *Dppa5a*, *Esrrb*, *Trp53*, *Nanog*, *Klf4*, *H19*, *Tbx3* and *c-Myc*. 

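All 10 of these genes were higher in R1 than in P19 cells, and most were near the array median in P19. Dppa5a, an RNA-binding protein of pluripotent cells, was at 19.5 ± 1.64 in P19 and 2238 ± 196 in R1 (mean intensity ± SD, n = 3 arrays), a log2 difference of 6.84 (standard error 0.11). Trp53, the tumor suppressor gene of P53, was at 11.4 ± 1.10 in P19 and 532 ± 7.11 in R1, a log2 difference of 5.55 (standard error 0.11). Esrrb, a nuclear receptor of the naive network, was at 9.26 ± 1.25 in P19 and 229.8 ± 10.6 in R1, and Fbxo15, an F-box protein gene specific to pluripotent cells, at 13.4 ± 2.69 in P19 and 304 ± 27.1 in R1. H19, an imprinted noncoding RNA, was at 28.7 ± 3.97 in P19 and 500.2 ± 6.41 in R1, and Klf4, a transcription factor used to make iPS cells, at 13.0 ± 0.711 in P19 and 126 ± 4.56 in R1. Bmp4, a ligand that supports the self-renewal of ES cells together with LIF, was at 14.2 ± 0.374 in P19 and 113 ± 8.33 in R1. Tbx3, a T-box factor of the naive network, was at 12.5 ± 0.908 in P19 and 65.4 ± 9.01 in R1. Nanog, a core pluripotency factor, was well above that median in both lines, at 178 ± 15.6 in P19 and 913 ± 59.4 in R1. Myc, an oncogene and reprogramming factor, was at 61.3 ± 23.6 in P19 and 158 ± 23.6 in R1. Adjusted p-values ran from 3.61e-13 for Dppa5a to 4.05e-04 for Myc.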

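Of the 10 genes Bmp4, Fbxo15, Dppa5a, Esrrb, Trp53, Nanog, Klf4, H19, Tbx3 and Myc, 9 were over 5-fold higher in R1 than in P19 at an adjusted p under 0.001. The folds were 46.8 for Trp53, 24.9 for Esrrb, 23.0 for Fbxo15, 17.5 for H19 and 7.94 for Bmp4. Of these genes, all but H19 were below the array median of 16.9 in P19, so their folds are over the array floor. Nanog, at 5.15-fold, and Tbx3, at 5.22-fold, lay close to the limit. Myc was 2.71-fold higher, a log2 difference of 1.44 (standard error 0.24, the largest of the 10 genes). Over the whole array, 318 probe sets passed these limits between R1 and P19.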

Nearly all of these genes met the more stringent selection standard of significance (fold change>5, one-way ANOVA p-value<0.001), with *c-Myc* as an exception for its special role in both tumorigenesis and reprogramming. Interestingly, these genes always related to pluripotency (*BMP4*, *Fbxo15*, *Dppa5a*, *Nanog*) and tumorigenesis (*Trp53*, *Klf4*, *H19*, *c-Myc*). The expression patterns of these genes were verified by real-time PCR with P19 cells as the reference. As shown in Figure 4B and Dataset S2, the results of the quantitative PCR corresponded well to the microarray results (Max fold change>2.5, p-value<0.01) (Table 3). Among these genes, *Nanog* and *H19* in P19 NTES7 were the outstanding ones because they were successfully induced to the normal expression level, while *Fbxo15*, *Dppa5a*, *Esrrb*, *Klf4* and *c-Myc* were only induced to an intermediate level. 

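The 9 genes measured by both methods were all higher in R1 than in P19 on the arrays and by the paper's quantitative PCR, and each difference was larger by PCR. Klf4 was 557-fold higher in R1 by the paper's PCR means and 9.63-fold on the arrays, and Dppa5a 356-fold and 115-fold. Klf4, Trp53, Fbxo15, Esrrb and Bmp4 were below the array median of 16.9 in P19, so their array folds are over the floor and can be too small. Myc, with the smallest difference on the arrays, was 16.8-fold higher by PCR. Between P19 NTES7 and P19, 7 of the 9 genes were higher in P19 NTES7 by both methods: Nanog was 16.1-fold higher by the paper's PCR means and 3.54-fold on the arrays, and H19 142-fold and 29.0-fold. The others, Trp53, at 9.44-fold by the paper's PCR means, and Bmp4, at 0.905-fold, were below the array median in both lines, so the arrays cannot show whether they differed. Across the 9 genes, which are not independent replicates, the log2 differences of R1 from P19 correlated with Pearson's r = 0.719 (exact permutation of pairings, two-sided p = 0.0328, 0.0438 adjusted over 4 relations). Spearman's rho was 0.567 (exact p = 0.121). With the H19 probe set of the paper's Table 3, r was 0.617 (exact p = 0.0795). Without Myc and Bmp4, the genes farthest from the median, r was 0.532 (exact p = 0.243), so this relation rests on those genes. For P19 NTES7 against P19, r was 0.871 (exact p = 0.00379, adjusted 0.0151) and rho 0.767 (exact p = 0.0214, adjusted 0.0428). Without Bmp4 and H19, r was 0.784 (exact p = 0.0405). Trp53 and Bmp4 entered r and rho with array differences at the floor, so these values are not exact. The relation without both Trp53 and Bmp4 was not tested.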

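On the arrays, Nanog and H19 lay near or above the R1 level in P19 NTES7 cells, and Fbxo15, Klf4, Dppa5a, Esrrb and Myc lay between P19 and R1. Nanog had an intensity of 627 ± 11.4 in P19 NTES7 (mean ± SD, n = 3 arrays), 0.771 of the way from P19 to R1 on the log2 scale. H19 was at 836 ± 137, 1.18 of the way, which is past the R1 level. As a linear ratio, H19 in P19 NTES7 was 1.66-fold of R1 on the arrays and 0.243-fold of R1 by the paper's PCR means. Fbxo15 was at 66.4 ± 3.95, 0.515 of the way, and Klf4 at 41.5 ± 4.25, 0.510 of the way. Dppa5a and Esrrb were at 125 ± 10.2 and 32.4 ± 2.48, 0.392 and 0.391 of the way. Their log2 differences from R1 were -4.16 and -2.83 (adjusted p = 4.64e-11 and 1.08e-09). Myc was at 87.0 ± 11.4, 0.408 of the way, but its difference from P19 did not pass the test (log2 difference 0.59, standard error 0.24, adjusted p = 0.122). Of the 10 genes named by the study in these data, 6 were called higher in P19 NTES7 than in P19, and 7 were called lower than in R1.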

In striking contrast, *BMP4*, *Trp53* and *Tbx3* still maintained the expression patterns of EC cells, without any induction trend. 

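Trp53 was at 11.2 ± 1.17 in P19 NTES7 cells (mean intensity ± SD, n = 3 arrays; adjusted p = 0.898 against P19), below the array median of 16.9, and at 532 ± 7.11 in R1 (adjusted p = 4.62e-12 against P19 NTES7). Bmp4, also below this median, was at 12.8 ± 1.67 in P19 NTES7, a log2 difference of -0.16 from P19 (standard error 0.11, adjusted p = 0.365). Tbx3 was at 19.7 ± 1.16, a log2 difference of 0.66 from P19 (standard error 0.12, adjusted p = 0.00113), which is under the fold limit. Both remained lower than in R1, with log2 differences of -3.15 for Bmp4 (adjusted p = 3.31e-10) and -1.72 for Tbx3 (adjusted p = 1.42e-07).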

As we know, these genes are all involved in critical signaling pathways, and the dysfunction of any of these genes will lead to tumorigeneis. Altogether, these results suggested that P19 NTES7 cells were really the intermediate between P19 cells and R1 cells and this intermediate had the identities of partial pluripotent stem cells, not only at the level of development potential, but also at the molecular level. 

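Over the probe sets that separate P19 from R1, P19 NTES7 lay between the lines and nearer to P19. The recovered share of a probe set is the log2 difference of P19 NTES7 from P19 divided by that of R1 from P19, so that 0 is the P19 level and 1 the R1 level. Genes of naive pluripotency had a median share of 0.391 over 19 called members and germline genes of 0.547 over 10. Epithelial junctions had a median share of 0.165 over 11 called members and fibroblast markers, which also differ between the lines, of 0.738 over 17. The methods describe P19 NTES and ES cells, but not P19, as grown on fibroblasts, so RNA of feeder cells may raise shares. The median share without genes that such RNA may raise was not tested. Of single genes, Zfp640 had a share of 0.347 and Pla2g1b, a secreted phospholipase, of 0.309. Over the 2135 called probe sets the median share was 0.376 (SD of the medians of single P19 NTES7 arrays 0.0172, n = 3), with quartiles of 0.157 and 0.633. Probe sets higher in R1 had a median share of 0.326, and those lower in R1 a median of 0.433. P19 arrays enter both parts of the share: in 50 simulated data sets with P19 NTES7 at the P19 level, the median share had a mean of 0.00393. A line unrelated to P19 and R1 was not simulated, so the median share it would have is not known.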

Taking this into consideration, we decided to further explore the hierarchy among them.

**Figure 4:**
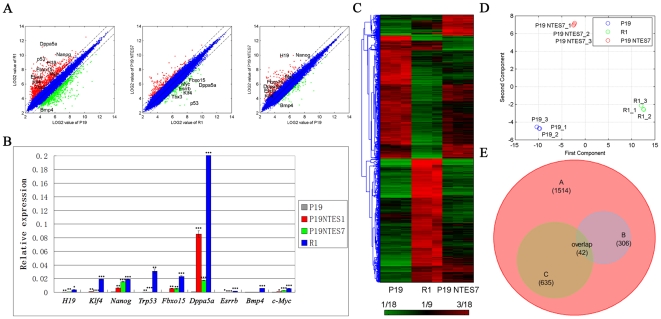
Molecular characteristics of P19 NTES cells. Scatter plot analysis was performed to compare the global gene expression profiles among different groups; hierarchical clustering and overlapping were further carried out to sort and analyze the differentially expressed genes. (A) Scatter plot analysis of the differentially expressed probe sets among P19 cells, P19 NTES cells and R1. Blue dots represent the unchanged probe sets; red dots represent the up-regulated probe sets; green dots represent the down-regulated probe sets. (B) Verification of the expression of several important genes undergoing dramatic changes by quantitative PCR. Error bars depict standard deviation. * p-value <0.05; ** p-value <0.01; *** p-value <0.001 (C) Unsupervised hierarchical clustering of averaged global transcriptional profiles obtained from P19 cells, P19 NTES cells and R1. (D) PCA. (E) Overlapping analysis of GeneSets A, B, and C.

**Table 3:** Transcriptional profiles of specific genes in the Microarray Database.

Gene	P19 mean	P19NTES7 mean	R1 mean	Fold Change (max)	P-value	Gene Description
*BMP4*	14.2228	12.7877	113.1357	8.847228	3.77E-07	Bone morphogenetic protein 4
*Fbxo15*	13.4023	66.3999	304.1208	22.691687	1.13E-06	F-box protein 15
*Dppa5a*	19.5185	125.3853	2238.42	114.681958	5.33E-07	Developmental pluripotency associated 5A
*Esrrb*	9.2619	32.4116	229.8209	24.813580	1.96E-08	Estrogen related receptor, beta
*P53*	11.393	11.1797	531.9999	47.586241	7.53E-12	Transformation related protein 53
*Nanog*	177.6313	626.9135	913.3968	5.142094	8.23E-07	Nanog homeobox
*Klf4*	13.0388	41.4887	125.5365	9.627918	5.58E-08	Kruppel-like factor 4 (gut)
*H19*	14.8403	172.4851	108.9784	11.622750	2.11E-05	H19 fetal liver mRNA
*Tbx3*	12.4563	19.7289	65.3785	5.248629	3.47E-05	T-box 3
*c-Myc*	61.274	86.9802	157.5109	2.570599	0.0029226	Myelocytomatosis oncogene

Next, an unsupervised hierarchical clustering analysis was performed to assess the similarities in single gene expression profiles in an unbiased way among the P19, P19 NTES7 and R1 cells and all the differentially expressed genes were covered (Figure 4C). In the resulting sample tree, P19 cells and R1 cells separated very well and there was nearly no clustering between them. This may account for the intrinsic difference between cancer cells and ES cells. However, P19 NTES7 showed a different schema when compared to either P19 cells or R1. 

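Car14, a carbonic anhydrase, was among the genes that fell most from P19 to R1, from 284 ± 12.8 to 18.8 ± 3.01 (mean intensity ± SD, n = 3 arrays), and was at 83.1 ± 6.13 in P19 NTES7. Cyp2b23, a cytochrome P450, fell from 312 ± 32.8 to 21.5 ± 1.35 and was at 92.4 ± 18.7 in P19 NTES7. Zfp640, a zinc finger gene, rose from 23.2 ± 7.42 in P19 to 620.5 ± 109.8 in R1, with 70.8 ± 8.16 in P19 NTES7. Over the 2666 probe sets called in any comparison, the mean Euclidean distance of log2 values was 89.7 between P19 and R1, 68.0 between P19 NTES7 and R1, and 54.9 between P19 and P19 NTES7 (9 pairs of arrays each). The mean distance between arrays of the same line was 13.5 in P19, 13.8 in P19 NTES7 and 16.4 in R1. With average linkage, P19 NTES7 joined P19 first, and all lines joined at a distance of 78.9.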

In the top and bottom of the resulting sample tree, P19 NTES7 clustered with R1 cells, while in the middle region, P19 NTES7 clustered with P19 cells. 

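Genes of either kind were found: Ehd3, a gene of endocytic trafficking, and Prkcb, a protein kinase C, lay nearer to R1 in P19 NTES7, and Stk39, a stress-responsive kinase, and Ldb2, a LIM domain-binding cofactor, lay nearer to P19. Ehd3 had an intensity of 278 ± 17.5 in P19, 63.4 ± 4.32 in P19 NTES7 and 19.4 ± 1.33 in R1 (mean ± SD, n = 3 arrays). Prkcb was at 226 ± 1.18 in P19, 55.4 ± 1.37 in P19 NTES7 and 19.8 ± 6.35 in R1. Stk39 was at 889.6 ± 44.7 in P19, 492 ± 41.6 in P19 NTES7 and 47.0 ± 3.95 in R1. Ldb2 was at 139 ± 12.6 in P19, 87.0 ± 5.04 in P19 NTES7 and 9.76 ± 1.52 in R1. Of the 2135 probe sets called between R1 and P19, 796 (37.3%) were nearer to R1 in P19 NTES7 and 1339 were nearer to P19. Among the 1068 probe sets higher in R1, 713 were nearer to P19, and among the 1067 lower in R1, 626 were. P19 NTES7 lay between the means of the other lines in 1723 of these probe sets (80.7%). These probe sets were selected because P19 and R1 differ in them, which leaves room for another line to lie between. How often an unrelated line would do so was not tested, so this percentage alone does not show an intermediate state. Over the 2666 probe sets called in any comparison, the distance of P19 NTES7 from P19 was 0.807 of its distance from R1 (SD 0.00846 over 3 arrays). The distances without genes that RNA of feeder fibroblasts may raise were not tested.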

Hierarchical clustering revealed the intermediate state of P19 NTES7 at the gene expression level.

A principal components analysis (PCA), an exploratory multivariate statistical technique always used to simplify complex data sets, was used to evaluate the microarray data. Using this approach, similar samples should be close in distance [19]. 

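Among genes with a symbol in the platform annotation, Dppa5a, Lncenc1, Tnc, Mmp3 and Zfp640 weighed most on the R1 side of the first principal component. Bco2, Kcnma1, A2m, Plce1 and Stk39 weighed most on its P19 side. Trp53 and H19 have no entry in that annotation and were not ranked. In P19 NTES7, Bco2 and Kcnma1 were at 257 ± 28.4 and 136 ± 62.7 (mean intensity ± SD, n = 3 arrays), and A2m and Plce1 at 928 ± 55.2 and 85.9 ± 16.9. This component held 61.5% of the variance, with means of -46.5 ± 1.66 for P19, -9.73 ± 1.40 for P19 NTES7 and 56.2 ± 4.15 for R1 (SD, n = 3 arrays). On the line from the P19 mean at 0 to the R1 mean at 1, P19 NTES7 was at 0.358 ± 0.0136. Whether this position holds without genes that RNA of feeder fibroblasts may raise was not tested. All 9 arrays had the other arrays of their own line as nearest neighbours on the first 2 principal components. Pearson's r of log2 values ran from 0.989 to 0.998 over the 9 pairs of arrays within lines and from 0.943 to 0.978 over the 27 pairs between lines.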

As seen from Figure 4D, the three replicates of each cell line were all the closest in the PCA and the separation among the three kinds of cell lines was clear. Therefore, the PCA analysis indicated that the repeatability of microarray data was reliable and the main variable component came from the origin of every cell line.

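The second component held 21.1% of the variance and set P19 NTES7, at 34.6 ± 3.74 (mean ± SD, n = 3 arrays), apart from P19, at -22.3 ± 1.43, and R1, at -12.4 ± 1.74. Of the genes ranked, Usp26, Meioc, Them5, Dusp1 and Fosb weighed most on its P19 NTES7 side, and Eif2s3y, Nr0b1, Uty, Utf1 and Prmt8 on the other. H19, which has no entry in the platform annotation, was not ranked. Prmt8, a protein arginine methyltransferase gene, was at 73.7 ± 7.11 in P19, 11.4 ± 0.815 in P19 NTES7 and 35.4 ± 2.13 in R1. Uty, a Y-linked histone demethylase gene, was at 69.7 ± 9.10 in P19, 8.15 ± 0.911 in P19 NTES7 and 131 ± 9.83 in R1. Kdm5d, also Y-linked, was at 76.0 ± 2.76 in P19 but at 8.69 ± 0.135 in P19 NTES7 and 9.01 ± 1.73 in R1. Together the 2 components held 82.5% of the variance.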

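Besides genes between P19 and R1, P19 NTES7 had genes whose expression lay outside both lines. Meioc, a regulator of meiosis in germ cells, was at 16.9 ± 1.24 in P19, 192 ± 8.76 in P19 NTES7 and 25.4 ± 9.23 in R1 (mean intensity ± SD, n = 3 arrays). Them5, an acyl-CoA thioesterase, was at 9.86 ± 0.561 in P19, 81.8 ± 9.83 in P19 NTES7 and 9.53 ± 0.968 in R1. Brdt, a bromodomain protein of the testis, was at 11.7 ± 1.31 in P19, 49.1 ± 3.44 in P19 NTES7 and 13.1 ± 0.395 in R1. Fgf8, a growth factor of the primitive streak, was at 22.1 ± 2.04 in P19, 71.2 ± 3.92 in P19 NTES7 and 28.1 ± 3.08 in R1. Of the AP-1 and ERK response genes, Jun was at 69.4 ± 19.1 in P19, 345 ± 53.0 in P19 NTES7 and 105 ± 37.7 in R1. Dusp1, a MAPK phosphatase, was at 89.8 ± 2.18 in P19, 1004 ± 97.8 in P19 NTES7 and 477 ± 133 in R1. The call of Dusp1 against R1 (log2 difference 1.10, adjusted p = 1.20e-04) was lost without R1 replicate 1 or 2. Stmn2, a neuronal regulator of microtubules, was lower in P19 NTES7, at 96.2 ± 8.57, than in P19, at 279 ± 35.9, or R1, at 306 ± 12.3. In all, 120 probe sets (89 genes) were called apart from both lines in the same direction, 78 higher and 42 lower in P19 NTES7. The paper concludes from its experiments that P19 NTES cells had their own molecular characteristics and were intermediates between EC and ES cells.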

In summary, these experiments demonstrated that P19 NTES cells had unique molecular characteristics and they were indeed the intermediates between EC cells and ES cells. The gain of function of many pivotal genes in P19 NTES cells coming from partial reprogramming might account for the extended development of tetraploid aggregated embryos observed in the earlier experiments.

### 4. Gene Ontology and pathways enrichment of differentially expressed genes among P19 cells, P19 NTES cells and normal ES cells

In order to understand functions of differentially expressed genes among the P19, P19 NTES7 and R1 cells, we pursued an alternative comparative approach and a gene ontology (GO) analysis was used to identify categories within which genes differed significantly in these cells. First, we screened the differentially expressed genes from P19 *versus* R1 and this set of genes was named as GeneSet A or A (Dataset S1) (fold change >2, one-way ANOVA p-value <0.01). Then we further sub-classified GeneSet A into two sub-groups. The first was named as GeneSet B or B (Dataset S3), and genes in this set met the significance standard for GeneSet A and the one for P19 *versus* P19 NTES7 (fold change >2, one-way ANOVA p-value <0.01). Genes in GeneSet C or C (Dataset S4) met the significance standard for GeneSet A and the one for P19 NTES7 *versus* R1 (fold change >2, one-way ANOVA p-value <0.01). Under this stringent classification standard, GeneSet A was regarded as the molecular differences between EC cells and normal ES cells, GeneSet B represented the genes that were successfully reprogrammed during EC cells reprogramming, and GeneSet C represented the genes which have not been successfully reprogrammed.

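GeneSet B by the calls used here included Bgn, the matrix proteoglycan biglycan, at 8.83 ± 0.304 in P19, 119 ± 15.0 in P19 NTES7 and 176 ± 20.5 in R1 (mean intensity ± SD, n = 3 arrays). It also included Mapkapk2, a kinase downstream of p38, which fell from 551 ± 50.0 in P19 to 65.8 ± 2.94 in P19 NTES7 and 76.0 ± 7.04 in R1. GeneSet C included Eda2r, a death receptor of the TNF receptor family, at 10.9 ± 1.04 in P19, 13.8 ± 0.432 in P19 NTES7 and 149 ± 15.1 in R1. Herc6, a ubiquitin ligase gene of GeneSet C, was at 119.6 ± 10.1 in P19, 116 ± 9.04 in P19 NTES7 and 12.9 ± 0.603 in R1. GeneSet B held 555 probe sets, 286 higher in both R1 and P19 NTES7 than in P19, 264 lower in both, and 5 in which P19 NTES7 had moved away from R1. Independent lists of these sizes would share 16.5 and 14.5 probe sets in the 2 directions. GeneSet C held 950 probe sets, of which R1 differed from both other lines in the same direction in 943, against 48.3 for independent lists. The P19 arrays are in both comparisons behind B and the R1 arrays in both behind C, and 3 arrays cannot be split into parts of 2, so part of the excess may come from the shared arrays. The covariance of the log2 differences of R1 and P19 NTES7 from P19 was 0.150 over all probe sets (r = 0.621), and that of simulated unchanged groups 0.00771 (r = 0.501), a difference of 0.143. The covariance of the differences of R1 from P19 and from P19 NTES7 was 0.219, and that of unchanged groups 0.00768, a difference of 0.211.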

The reliability of this classification was confirmed by the overlapping results in Figure 4E and Dataset S5. 

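Of the 17 fibroblast markers called between R1 and P19, 14 were in GeneSet B and 4 in GeneSet C, and of the 19 genes of naive pluripotency, 10 were in B and 15 in C. Col1a1 and Col1a2, the chains of type I collagen, were at 297 ± 61.3 and 164 ± 23.1 in P19 NTES7, against 49.2 ± 11.6 and 22.8 ± 2.42 in P19 and 342 ± 29.6 and 231 ± 13.7 in R1 (mean intensity ± SD, n = 3 arrays). Zfp42, a marker of naive pluripotent cells, was called in both sets, at 19.7 ± 5.19 in P19, 41.7 ± 3.19 in P19 NTES7 and 289 ± 37.8 in R1. Its call against P19 (log2 difference 1.11, adjusted p = 2.51e-04) was lost without P19 replicate 3. Nr5a2, a nuclear receptor that activates Pou5f1, was in C alone, at 10.1 ± 0.338 in P19, 14.5 ± 1.38 in P19 NTES7 and 121 ± 8.74 in R1. With 1 probe set per gene, GeneSet A held 1457 genes, GeneSet B 353 and GeneSet C 622.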

Among the 1514 genes included in GeneSet A, GeneSet B contained 306 genes and GeneSet C contained 635 genes. 

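Genes in both sets differed from P19 and from R1 in P19 NTES7. Prrx1, a homeobox gene of mesenchymal cells, was at 8.74 ± 0.329 in P19, 38.5 ± 1.65 in P19 NTES7 and 99.7 ± 9.65 in R1 (mean intensity ± SD, n = 3 arrays). Taok3, a kinase of the MAPK cascade, was at 157 ± 10.9 in P19, 55.9 ± 1.82 in P19 NTES7 and 25.6 ± 6.72 in R1. Lncenc1 and Mmp3, which are in both sets, were at 161 ± 8.59 and 54.8 ± 2.83 in P19 NTES7. GeneSets B and C shared 136 probe sets, which represented 69 genes, while 419 probe sets were in B only and 814 in C only. With a one-way analysis of variance of linear values, 132 probe sets were shared, and with Tukey's test added, 61. A further 766 probe sets of GeneSet A were in neither set.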

GeneSet B and GeneSet C were also well separated with only 42 overlapping genes. Therefore, this sub-classification standard could provide us with more reliable information for further analyzing the functions of these genes.

Next, GO analysis was used to identify the functional categories overrepresented in the cluster genes from GeneSet B and GeneSet C. As shown in Figure 5A-C, the functional categories identified from the two groups of genes were very similar and the enriched categories included several biological processes, such as the developmental process, metabolic process, transcription, transport and cell differentiation. Intriguingly, these biological processes corresponded to several molecular functions, for instance, protein binding, catalytic activity and ion binding. When we reduced the scope by comparing the functional categories covered in GeneSet B and C, we found that the protein binding activity was the only different one (p-value <0.05). The full list of GO analyses can be found in the supporting information, Dataset S6, Dataset S7, and Dataset S8. 

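GeneSets B and C differed in 1 of 24 gene lists, the fibroblast markers, of which 11 were in B only and 1 in C only (two-sided Fisher's exact p = 5.04e-05, 0.00121 adjusted over the lists; 284 genes in B only and 553 in C only). The list with the next largest imbalance towards B was that of the primitive streak and mesoderm, with 4 genes and 0 (exact p = 0.0131, adjusted 0.157). Of these, Pdgfra, a growth factor receptor of mesoderm, was at 9.79 ± 0.830 in P19, 49.4 ± 4.45 in P19 NTES7 and 48.7 ± 4.23 in R1 (mean intensity ± SD, n = 3 arrays). The p53 targets had 2 genes in B only and 13 in C only (exact p = 0.104, adjusted 0.344), and epithelial junctions 1 and 8 (exact p = 0.286, adjusted 0.549). Genes of naive pluripotency had 2 and 7 (exact p = 0.726, adjusted 0.967). For 5 lists the unadjusted exact p was under 0.05. The copies of the study's annotation lists used here hold only part of them, so its functional categories were not analysed here.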

Overall, our data indicated that GeneSet B and GeneSet C converged on similar functional categories and the enriched activities may be prevalent in the transition of EC cells into ES cells.

**Figure 5:**
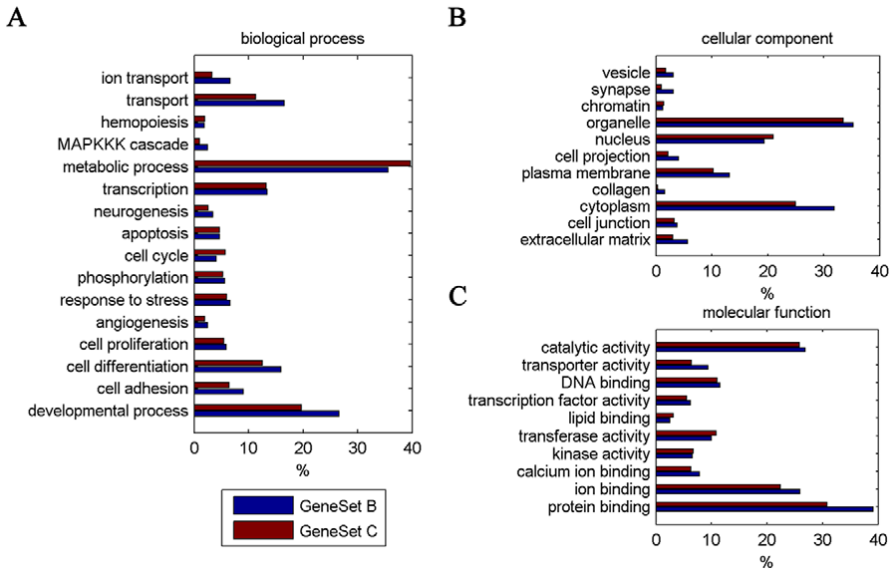
Functional annotation of the differentially expressed genes during the incomplete reprogramming of P19 cells. Gene Oncology analysis was performed to identify functional categories overrepresented in the cluster of genes of GeneSet B and C. (A) Gene Oncology analysis of Group B and Group C according to biological process. (B) Gene Oncology analysis of Group B and Group C according to cell component. (C) Gene Oncology analysis of Group B and Group C according to molecular function. The blue column represents Group B; the red column represents Group C. The X-axis represents the percentage of each sub-category in this category. The Y-axis represents a detailed description of the roles of each sub-category. p-value<0.05.

A pathways enrichment analysis was then performed to refine the differentially expressed genes into specific signaling pathways during the reprogramming process. As shown in Dataset S9, GeneSet A covered six conventional signaling pathways, including the MAPK, focal adhesion, P53, ECM-receptor interaction, tight junction and VEGF signaling pathways, and these pathways needed to be recovered when the EC cells were reprogrammed into pluripotent stem cells (p-value <0.05). 

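All 6 pathways held genes with large differences between R1 and P19, in both directions. Of the MAPK list, Pla2g1b, a secreted phospholipase A2, was at 30.0 ± 3.03 in P19 and 709 ± 15.9 in R1 (mean intensity ± SD, n = 3 arrays), and Fgf17, a fibroblast growth factor, at 13.5 ± 0.984 in P19 and 72.7 ± 8.83 in R1. Of the focal adhesion and ECM-receptor lists, Thbs2, thrombospondin 2, was at 12.4 ± 1.24 in P19 and 166 ± 49.4 in R1. Of the tight junction list, Jam2, a junctional adhesion molecule, was at 25.8 ± 2.29 in P19 and 189 ± 2.72 in R1. Cldn4, which encodes claudin 4, was at 19.1 ± 2.55 in P19 and 134 ± 35.1 in R1, and Mpdz, a scaffold protein, at 137 ± 23.8 in P19 and 28.9 ± 7.24 in R1. Of the VEGF list, Hspb1, a small heat shock protein, was at 40.8 ± 3.72 in P19 and 179 ± 26.8 in R1. Of the p53 list, Ccng1, cyclin G1 and a target of P53, was at 137 ± 11.1 in P19 and 697 ± 11.3 in R1. The study's lists had 36 of 40 measured MAPK genes called, 37 of 38 of focal adhesion and 18 of 18 of p53 signaling. They had 21 of 21 of ECM-receptor interaction, 18 of 18 of tight junction and 14 of 14 of VEGF signaling. The study chose these lists on the same arrays, so these counts are not independent evidence. Of the called genes, 5 of ECM-receptor interaction and 6 of focal adhesion were fibroblast markers.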

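In P19 NTES7 the genes of ECM-receptor interaction that had risen most were Tnc, at 205 ± 14.0, Thbs1, at 206 ± 27.9, and Thbs2, at 97.6 ± 15.1 (mean intensity ± SD, n = 3 arrays). Of the MAPK genes, Map3k5, a kinase that activates JNK and p38, fell from 126 ± 3.81 in P19 to 30.8 ± 7.38 in P19 NTES7, with 29.4 ± 0.793 in R1. Of the genes of focal adhesion, the integrin gene Itga6 fell from 589.9 ± 39.1 to 269.6 ± 22.5, with 189 ± 20.4 in R1. GeneSet B held 17 of 36 called MAPK genes, 12 of 21 of ECM-receptor interaction and 16 of 37 of focal adhesion, and GeneSet C held 15, 7 and 16 of them. All 5 fibroblast markers of the ECM-receptor list and all 6 of the focal adhesion list were in GeneSet B. These lists were chosen on the same arrays and are not independent evidence. The median recovered shares were 0.562 for MAPK, 0.748 for ECM-receptor interaction and 0.688 for focal adhesion genes.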

Regarding GeneSet B and C, we found the pathways covered in GeneSet B were reduced dramatically and only contained the MAPK, ECM-receptor interaction and focal adhesion signaling pathways. Nevertheless, GeneSet C could map to the tight junction, focal adhesion, VEGF and p53 signaling pathways, which was in contrast to GeneSet B (Dataset S10, Dataset S11) (p-value <0.05). 

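In P19 NTES7, tight junction genes that were not called against P19 included Jam2, at 25.4 ± 0.906, Cldn4, at 23.8 ± 3.05, and Mpdz, at 96.9 ± 12.5 (mean intensity ± SD, n = 3 arrays). Hspb1 of the VEGF list was also not called, at 52.4 ± 5.99, nor was Ccng1 of the p53 list, at 179 ± 6.89. Gtse1, a regulator of P53 in the cell cycle, was at 58.5 ± 6.39 in P19, 48.4 ± 9.39 in P19 NTES7 and 237 ± 11.9 in R1. Zmat3, a target of P53, was at 44.3 ± 3.60 in P19, 28.6 ± 3.85 in P19 NTES7 and 106 ± 6.33 in R1. Of the called genes, GeneSet C held 12 of 18 of tight junction, 9 of 14 of VEGF signaling and 14 of 18 of p53 signaling, and GeneSet B held 1, 4 and 4 of them. As these lists were chosen by the study on the same arrays, the counts are not independent evidence. The median recovered shares were 0.207 for tight junction, 0.360 for VEGF and 0.162 for p53 genes.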

The recovered genes mainly fell into the MAPK, ECM-receptor interaction and focal adhesion signaling pathways. For instance, *c-Myc*, the downstream member of the MAPK pathway, was induced partially while the focal adhesion signal pathway could only be repaired partly. 

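ERK response genes as a group were higher in P19 NTES7 than in P19: of 20 measured genes, 8 were called higher and 1 lower (the same when adjusted over the list alone; adjusted p = 5.53e-05 from camera, and 0.0995 with an estimated correlation). Fos, an immediate early gene, was at 9.04 ± 0.726 in P19, 95.2 ± 17.5 in P19 NTES7 and 64.8 ± 25.6 in R1 (mean intensity ± SD, n = 3 arrays). Fosb, which dimerises with Jun proteins, was at 137 ± 8.33 in P19 NTES7. Spry2, in contrast, was at 104 ± 6.87 in P19 NTES7, a log2 difference of 0.07 from P19 (adjusted p = 0.723). Spry4 and Etv5 were lower in P19 NTES7 than in P19 but not called, with log2 differences of -0.90 and -0.30 (adjusted p = 0.0126 and 0.0530). Of the 20 ERK response genes, 14 had a log2 difference above 0 and 6 below, so the rise was not shared by all of them. Of the focal adhesion genes, Pdgfc, a growth factor, was at 13.0 ± 1.36 in P19, 16.4 ± 1.25 in P19 NTES7 and 76.9 ± 5.49 in R1, and Mylpf, a myosin light chain, at 8.29 ± 0.490 in P19, 8.72 ± 0.314 in P19 NTES7 and 30.8 ± 4.47 in R1. Itga9, an integrin, was at 14.7 ± 2.09 in P19, 12.8 ± 1.00 in P19 NTES7 and 41.7 ± 4.98 in R1. Of 23 genes of basement membranes and integrins in a list fixed separately, 2 were called higher than in P19 and 1 lower (the same when adjusted over the list alone; adjusted p = 0.215). Against R1, 0 of these were called higher and 8 lower (8 when adjusted over the list alone; adjusted p = 2.62e-08, and 0.0280 with an estimated correlation). Of the 24 fibroblast markers, 14 were called higher in P19 NTES7 than in P19, in the direction of the ERK response genes.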

Most importance of all, the P53 pathway failed to be recovered, with many critical genes inactive, such as *Trp53*, *Gadd45* and *Cdkn1a* (Figure S1, Figure S2). 

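Cdkn1a, the cell cycle inhibitor p21 and a target of P53, was at 9.35 ± 0.524 in P19, 45.6 ± 2.77 in P19 NTES7 and 149 ± 24.1 in R1 (mean intensity ± SD, n = 3 arrays). It was called higher in P19 NTES7 than in P19 (adjusted p = 2.55e-08) and lower than in R1 (adjusted p = 1.76e-07). Gadd45a, a growth arrest gene induced by DNA damage, was at 31.6 ± 2.33 in P19, 50.6 ± 1.18 in P19 NTES7 and 139 ± 1.79 in R1, with a log2 difference of 0.68 from P19 that was under the fold limit (adjusted p = 1.36e-04). Its paralog Gadd45b was at 30.9 ± 16.3 in P19, 52.8 ± 4.69 in P19 NTES7 and 38.9 ± 6.60 in R1 and did not pass the test between any pair of lines. Gadd45g, the third member of the family, was at 11.5 ± 1.35 in P19, 15.5 ± 0.784 in P19 NTES7 and 38.9 ± 24.8 in R1, higher in R1 than in P19 (adjusted p = 7.18e-04). Its difference from R1 in P19 NTES7 (adjusted p = 0.00914) was lost in most of the other analyses and in most runs without 1 array, and its difference from P19 did not pass the test (adjusted p = 0.357).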

The role of P53 was complex for its non-protecting function in germ cell tumors and negative expression in germ cells and sertoli cells [20], [21]. Therefore, P19-derived pluripotent stem cells still bear the similar attributes of cancer cells and a P53 independent mechanism may exist for protection. In brief, the pathways enrichment results suggested that the reprogramming of EC cells through NT could repair the MAPK, ECM-receptor interaction and focal adhesion signaling pathways, at least partially, but not the P53 pathway.

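The median recovered share was lower for genes of p53 signaling than for MAPK, ECM-receptor and focal adhesion genes, but these differences did not pass the test after adjustment. They passed when means of shares limited to -1 to 2 were compared instead (adjusted permutation p = 0.0356, 0.0408 and 0.0427). Of the p53 genes, Pmaip1, which encodes the apoptosis factor Noxa, was at 12.6 ± 1.10 in P19, 32.0 ± 1.05 in P19 NTES7 and 29.3 ± 1.97 in R1 (mean intensity ± SD, n = 3 arrays). Steap3, an iron reductase induced by P53, was at 61.9 ± 1.82 in P19, 26.0 ± 5.29 in P19 NTES7 and 20.8 ± 0.444 in R1. Genes found in both lists of a comparison were left out of it, so these differences need not equal those of the full lists' medians. The median share of p53 genes differed from that of MAPK genes by -0.402 (permutation of list membership over genes, two-sided p = 0.0356, adjusted p = 0.104 over 5 comparisons). It differed from ECM-receptor genes by -0.579 and from focal adhesion genes by -0.532 (adjusted permutation p = 0.104 for both). The difference from VEGF genes was -0.248 (adjusted permutation p = 0.143) and that from tight junction genes -0.0450 (adjusted permutation p = 0.693). In lists fixed before the data were examined, p53 targets differed from ERK response genes by -0.712 (adjusted permutation p = 0.00316 over 2 comparisons) and from basement membrane and integrin genes by -0.189 (adjusted permutation p = 0.279). Cdkn1a, with a share of 0.573, is not among these p53 targets. The shares of the 12 called ERK response genes were spread, with quartiles of 0.342 and 1.22. Of the called genes, 5 of ECM-receptor interaction, 6 of focal adhesion, 1 of MAPK and 1 of p53 signaling were fibroblast markers. The median share of the 17 called fibroblast markers was 0.738. Genes are not replicates, and the study's lists were chosen on these arrays.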

### 5. The expression recovery of *H19* is dependent on methylation in the differential methylation region (DMR), while the induction of *Nanog* is independent of the promoter region methylation

As showed in the data thus far, P19 NTES cells resulted from an incomplete reprogramming, with many genes fully induced, such as *H19* and *Nanog*, and many genes partially induced, such as *Fbxo15*, *Dppa5a* and *Esrrb*. However, the mechanisms underlying the induction of these genes were unclear, especially for the representatives of the fully induced genes, *H19* and *Nanog*. Combined with the GO results, which indicated that GeneSet B always took part in the protein binding, we reasoned that specific epigenetic transformations may have been involved in the reprogramming of the EC cells.

In order to test this hypothesis, we analyzed the DNA methylation changes during the induction of *H19* and *Nanog* using the bisulfite genomic sequencing method. Moreover, western blot was also performed to analyze the expression status of *Nanog* during the process of reprogramming, but not *H19* due to its protein non-coding property [22]. 

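H19 was higher in P19 NTES7 than in P19 on both of its probe sets. The probe set of Table 3 had an intensity of 14.8 ± 1.11 in P19, 172 ± 23.0 in P19 NTES7 and 109 ± 2.68 in R1 (mean ± SD, n = 3 arrays), with a log2 difference of P19 NTES7 from P19 of 3.53. On the brighter probe set this difference was 4.86 (standard error 0.13, adjusted p = 7.85e-11), and that from R1 was 0.73 (adjusted p = 7.76e-04), under the fold limit. Igf2, the paternally expressed neighbour of H19, was at 24.9 ± 2.97 in P19, 64.9 ± 4.23 in P19 NTES7 and 84.3 ± 10.3 in R1. Among other maternally expressed imprinted genes, Igf2r was at 69.3 ± 8.57 in P19, 211 ± 16.2 in P19 NTES7 and 209 ± 12.3 in R1. The cell cycle inhibitor gene Cdkn1c was at 21.9 ± 1.18 in P19, 49.1 ± 4.80 in P19 NTES7 and 50.9 ± 8.19 in R1, while Phlda2 fell from 111 ± 30.2 in P19 to 40.0 ± 6.19 in P19 NTES7, with 99.3 ± 14.3 in R1. Of 10 measured maternally expressed imprinted genes other than H19, 3 were called higher in P19 NTES7 than in P19 and 1 lower (the same when adjusted over the list alone; adjusted p = 0.356 from camera).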

As shown in Table 3 and Figure 6A, the expression of *H19* could be recovered to a normal level. The expression of the other imprinted gene, *Peg3*, had no change, which has been verified by the microarray and real-time PCR (Figure 6B). 

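Peg3, a paternally expressed zinc finger gene, had an intensity of 289 ± 15.9 in P19, 423 ± 11.8 in P19 NTES7 and 136 ± 17.0 in R1 (mean ± SD, n = 3 arrays). P19 NTES7 differed from P19 by 0.55 on the log2 scale (standard error 0.10, adjusted p = 0.00212), under the fold limit, and R1 differed from P19 by -1.09 (adjusted p = 2.38e-06). Mest, also expressed from the paternal allele, was at 917 ± 41.5 in P19, 1013 ± 47.1 in P19 NTES7 and 264 ± 4.53 in R1. Plagl1, a zinc finger gene that regulates other imprinted genes, was at 323 ± 49.9 in P19, 61.5 ± 9.16 in P19 NTES7 and 36.5 ± 1.89 in R1. Impact, a regulator of translation, was at 179.6 ± 7.65 in P19, 738 ± 86.4 in P19 NTES7 and 505 ± 74.4 in R1. Of 18 measured paternally expressed imprinted genes, 3 were called higher and 3 lower in P19 NTES7 than in P19 (the same when adjusted over the list alone; adjusted p = 0.907 from camera), with a median log2 difference of 0.11 and a mean of -0.00. In R1, 3 were called higher and 6 lower than in P19 (the same when adjusted over the list alone; adjusted p = 0.0785).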

Next, the DMRs of *H19* and *Peg3* were analyzed for their DNA methylation patterns. Interestingly, the methylation in the DMR of *H19* in P19 cells was very high (135/150), while the levels in P19 NTES7 and R1 were within the normal range (55/150, 71/135) (Figure 6C, D, E, F). In contrast to *H19*, there was no change of the DNA methylation profiles of *Peg3* among these cell lines and it acted as a better control for *H19* (Figure 6G, H, I, J). The observed hypermethylation of P19 cells corresponded to the repression of *H19* and the induction of *H19* was dependent on the methylation in the DMR.

**Figure 6:**
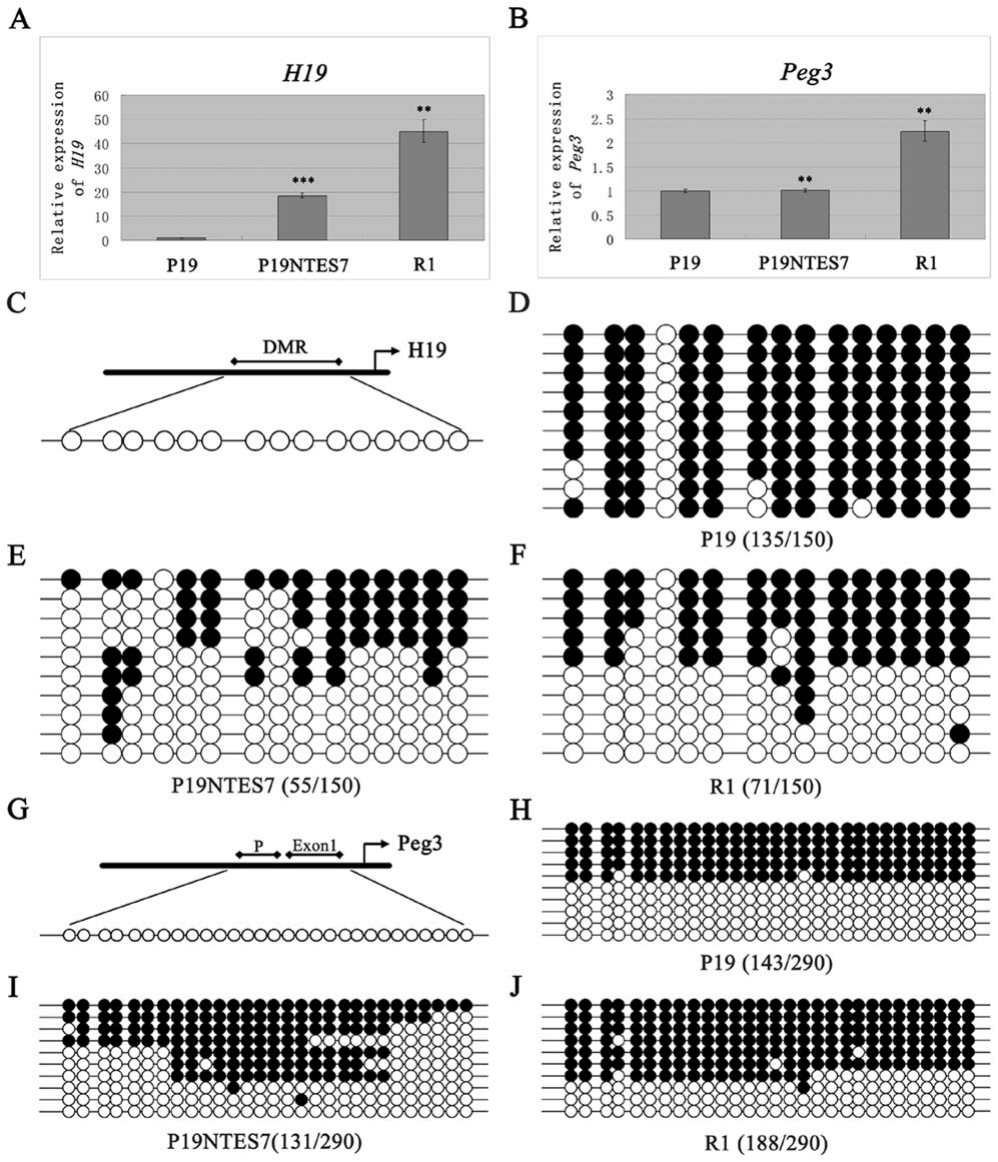
The expression analysis of *H19*, *Peg3* and DNA methylation analysis of their specific DMRs. In order to understand the relationship between the induction of *H19* and DNA methylation of its DMR, bisulfite genomic sequencing was performed among P19, P19 NTES7 and R1, with *Peg3* as control. (A), (B) The expression analysis of *H19* and *Peg3* determined by quantitative PCR. Error bars depict standard deviation. ** p-value<0.01; *** p-value<0.001 (C) The CpG islands contained in DMR of *H19* are shown schematically. (D), (E), (F) The bisulfite genomic sequencing results of *H19* in P19, P19 NTES7 and R1 are shown. (G) The CpG islands contained in DMR of *Peg3* are shown schematically. (H), (I), (J) The bisulfite genomic sequencing results of *Peg3* in P19, P19 NTES7 and R1 are shown schematically. The black circle represents the methylated CpG island, the white circle represents the unmethylated CpG island.

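Nanog mRNA on single arrays was at 186, 187 and 159.6 in P19, at 619, 640.0 and 622 in P19 NTES7, and at 956, 939 and 846 in R1 (intensity). The difference of P19 NTES7 from P19 was 1.82 on the log2 scale (standard error 0.10, adjusted p = 4.28e-08). P19 NTES7 differed from R1 by -0.54 (adjusted p = 0.00106), under the fold limit. Of the genes of DNA methylation, Dnmt3l, a cofactor of the de novo methyltransferases, was at 24.3 ± 2.09 in P19, 118 ± 5.49 in P19 NTES7 and 281 ± 41.3 in R1 (mean ± SD, n = 3 arrays). Dnmt3a, a de novo methyltransferase, was at 343 ± 27.0 in P19, 76.5 ± 6.64 in P19 NTES7 and 88.2 ± 18.8 in R1. Zfp57, which protects methylation at imprinted regions, was at 52.5 ± 6.44 in P19, 40.7 ± 2.54 in P19 NTES7 and 402 ± 3.26 in R1. Of 15 measured genes of the DNA methylation machinery, 3 were called higher and 1 lower in P19 NTES7 than in P19 (the same when adjusted over the list alone; adjusted p = 0.875 from camera). Against R1, 0 of these were higher and 3 lower (3 when adjusted over the list alone; adjusted p = 8.58e-05, and 0.104 with an estimated correlation).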

Similar to *H19*, the mRNA level of *Nanog* was also induced to a relatively normal level in P19 NTES cells (Table 3 and Figure 3A). Western blot results further confirmed the microarray and real-time PCR data (Figure 7B). We also analyzed the DNA methylation profiles in the promoter region of *Nanog*, with *Pou5f1* as the control (Figure 7A, G). As shown in Figure 7C, D, E, F, the methylation of *Nanog* in P19, P19 NTES7 and R1 were all very low (9/132; 7/132; 7/132) while the methylation level in MEF was very high (90/132). *Nanog* was one of the important factors in the generation of iPS cells and it also played major roles in maintaining pluripotency. The regulation of *Nanog* always relied on the methylation state in the promoter region, with hypomethylation resulting in activation and hypermethylation resulting in silence. Therefore, our results provided direct evidence for the existence of a specific regulatory circuit in controlling the expression of *Nanog* in EC cells and the recovery of *Nanog* was the remarkable indicator of the improved pluripotency in P19 NTES cells. 

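Pou5f1, the pluripotency factor Oct4, was highly expressed in all lines, with an intensity of 2196 ± 109 in P19, 1471 ± 199 in P19 NTES7 and 1470.1 ± 153 in R1 (mean ± SD, n = 3 arrays). P19 NTES7 and R1 differed by 1.00-fold (log2 standard error 0.12, adjusted p = 0.989). The log2 differences of R1 and P19 NTES7 from P19 were -0.58 (adjusted p = 0.00157) and -0.59 (adjusted p = 0.00307), both under the fold limit.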

When we analyzed the methylation patterns of *Pou5f1*, we found that the unchanged expression of *Pou5f1* correlated with the ubiquitous hypomethylation of the promoter region in P19, P19 NTES7 and R1, with MEF as the negative control (Table 3 and Figure 7I, G, K, L). The DNA sequencing results were further confirmed by restriction enzyme digestion assays (Figure 7H).

**Figure 7:**
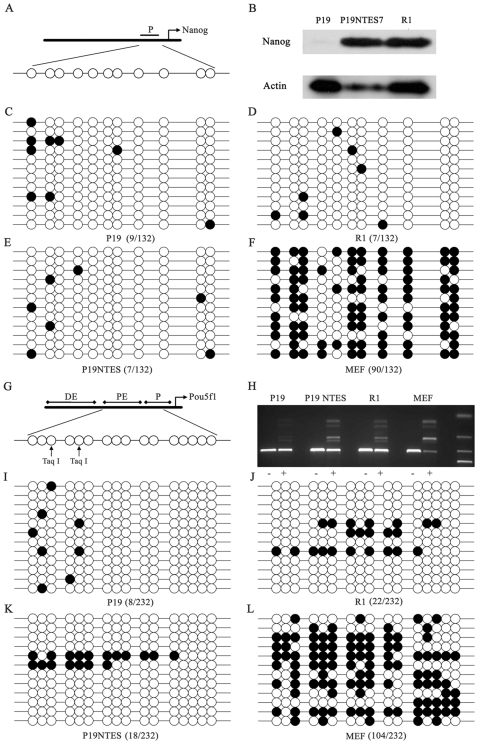
The expression analysis of *Nanog*, *Pou5f1* and DNA methylation analysis of their specific promoter regions. In order to investigate the induction mechanisms of *Nanog*, bisulfite genomic sequencing was performed to analyze DNA methylation changes of its promoter region, which is the well-known regulatory element of *Nanog*, among P19, P19 NTES7 and R1, with *Pou5f1* as control. (A) The CpG islands in the promoter region of *Nanog* are shown schematically. (B) The expression analysis of Nanog in P19, P19 NTES7, R1 and P19 NTES1 determined by western blot. From left to right, P19, P19 NTES7, R1 and P19 NTES1 are listed sequentially. (C), (D), (E), (F) The bisulfite genomic sequencing results of *Nanog* in P19, P19 NTES7, R1 and MEF are shown schematically. (G) The CpG islands in the promoter region of *Pou5f1* are shown schematically; and the arrows show the recognition sites of Taq I. (H) The gel electrophoresis results of *Pou5f1* digested by Taq I. (+): digested and (−): undigested. From left to right, P19, P19 NTES7, R1 and MEF are listed sequentially. The black circle represents the methylated CpG island; the white circle represents the unmethylated CpG island.

In summary, the induction of *H19* during the partial reprogramming of EC cells was in a DMR methylation-dependent pattern while the induction of *Nanog* was independent of the promoter region methylation.

## Discussion

In this study, we addressed two questions that remain regarding the reprogramming of embryonal carcinoma cells by using a “two-step” cloning approach. Our results demonstrate that P19 NTES cells have an improved pluripotency compared to their progenitor cells, as we observed in the tetraploid aggregated embryos assays. The gain of function of several pluripotent genes identified by high-throughput methods may account for this phenomenon. However, the reprogramming of EC cells is indeed incomplete and the partial reprogramming of P19 cells mainly results from the characteristics of the donor nuclei, such as the specific epigenetic modification patterns, with no direct relationship to the reprogramming process itself. Strikingly, the induction of important genes in EC cells correlates with different regulatory mechanisms, with *H19* in a DMR methylation-dependent pattern and *Nanog* in a promoter region methylation-independent pattern. Therefore, the successful reprogramming of EC cells is still challenging and further investigation of the regulatory circuits involved in the reprogramming of EC cells will help us to ultimately conquer this fundamental question.

Previous attempts at reprogramming tumor cells proved that it was difficult to reprogram tumor cells or get stable ES cell lines from cloned blastocysts [14], [15], [16]. Therefore, tumor cells might have different attributes that result in the failed reprogramming. It was reported that EC cells carry many genetic mutations and these unrecoverable changes may partially explain the failure in the cloning of EC cells [16]. EC cells have a limited pluripotency, and they may be easy to reprogram, as suggested by the accumulating evidence from ES cell cloning and the derivation of iPS cells [23], [24]. We observed that early embryos derived from P19 cells had a similar developmental rate to those generated from cumulus cells and ES cell lines could easily be derived from the cloned blastocysts. Interestingly, one of the derived P19 NTES cell lines (P19 NTES7) had an improved pluripotency and it could prolong the development of tetraploid aggregated embryos. We succeeded in obtaining live E8.5 tetraploid aggregated embryos, which was our strongest evidence for the improved pluripotency. Compared to the previous report [16], we employed here tetraploid complementation assay to evaluate the improved pluripotency of P19 NTES cells because the previous study used chimera analysis through which they could not detect obvious improved pluripotency after NT of P19 cells. The improved pluripotency we observed was verified by the microarray analysis, by which many biomarkers during this transition process were detected. Although the improved pluripotency was not sufficient, it was the basis for the final success in transforming tumor cells into real pluripotent stem cells.

Recently, new types of pluripotent cells, such as iPS cells and germline-derived pluripotent stem (gPS) cells have been derived under specific induction conditions [8], [25], [26], [27], [28], [29], [30]. The emergence of so many pluripotent cells provided us with models not only for investigating the occurrence of many regenerative diseases, but also for investigating the reprogramming mechanisms. Compared to the derivation of iPS and other pluripotent cells, the “two-step” cloning that relies on the cytoplasm of the MII oocyte and further *in vitro* induction could effectively reprogram cells in a short time. Currently, the mechanism of reprogramming is still a mystery and we prefer the hypothesis proposed by Yamanaka [31]. Of note, based on previous work [17], he hypothesized that the transformation resulting from *c-Myc* and *Klf4* was followed by a pluripotent cell induction process regulated by *Pou5f1* and *Sox2*. Recently, the role of *Trp53* in the generation of iPS cells strengthened this hypothesis and the emergence of cancer-like cells that act as an intermediate may be indispensable for getting pluripotent iPS cells successfully [18], [32], [33], [34], [35]. Similarly, we found that *Trp53* and the members of P53 signaling pathways were still inactive in EC cell-derived pluripotent stem cells. 

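Targets of P53 were lower in P19 and P19 NTES7 than in R1. Of 24 measured targets in a list fixed before the data were examined, 18 were called higher and 1 lower in R1 than in P19 (the same when adjusted over the list alone; adjusted p = 3.42e-12 from camera, and 0.0280 with an estimated correlation). In P19 NTES7, 1 was called higher and 15 lower than in R1 (the same when adjusted over the list alone; adjusted p = 7.24e-11, and 0.0290 with an estimated correlation). Against P19, 5 of the targets were higher and 0 lower (5 when adjusted over the list alone; adjusted p = 0.00261, and 0.190 with an estimated correlation). Plk2, a Polo-like kinase, was at 21.4 ± 2.21 in P19, 75.6 ± 9.84 in P19 NTES7 and 361 ± 118 in R1 (mean intensity ± SD, n = 3 arrays). Phlda3, an inhibitor of Akt, was at 15.4 ± 2.42 in P19, 19.5 ± 1.39 in P19 NTES7 and 87.8 ± 9.21 in R1. Trp53inp1, a stress-induced nuclear protein gene, was at 66.1 ± 13.6 in P19, 135 ± 19.0 in P19 NTES7 and 385 ± 39.1 in R1. Btg2, an antiproliferative gene, was at 21.4 ± 5.20 in P19, 53.6 ± 9.36 in P19 NTES7 and 89.2 ± 35.0 in R1. The call of Trp53inp1 against P19 (log2 difference 1.04, adjusted p = 2.24e-04) was lost without P19 replicate 1, P19 replicate 2 or P19 NTES7 replicate 3. Cdkn1a, whose probe set has several names, is not among the 24 targets. It had a recovered share of 0.573 and was called higher in P19 NTES7 than in P19. The median recovered share of the 19 called targets was 0.161, and the fibroblast markers were also higher in R1 than in P19, with 17 of 24 called.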

In a sense, the repression of the P53 signaling pathway further indicated that EC-derived pluripotent stem cells had different identities from real pluripotent stem cells. 

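Klf4 in P19 NTES7 was higher than in P19 (adjusted p = 1.23e-07), where it was below the array median of 16.9, and 3.04-fold lower than in R1 (adjusted p = 8.24e-08). Myc, which was between the other lines, differed from R1 by -0.85 on the log2 scale (standard error 0.24, adjusted p = 0.0196) and did not pass the test against either line. Klf5, a related factor of the naive network, was at 44.9 ± 5.31 in P19, 136 ± 15.0 in P19 NTES7 and 278 ± 8.23 in R1 (mean intensity ± SD, n = 3 arrays). Its call against R1 (log2 difference -1.04, adjusted p = 1.42e-05) was lost without P19 NTES7 replicate 2.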

Meanwhile, the incomplete or failed induction of *c-Myc* and *Klf4* were also observed, which may due to the inactivity of *Trp53*. EC cells always had high levels of wildtype P53, which was in a repressed state modulating by an N-terminal repression domain; and the repression state would be activated under the induction of differentiation reagents, such as retinoic acid (RA) [36], [37]. As seen from this, EC cell-derived pluripotent stem cells still carried the tumorigenic potential and they could escape apoptosis induced by the *Trp53* pathway [38].

The integration of specific signaling pathways into the definitions of the identities of pluripotent stem cells provided insights into the features of their transcriptional regulatory networks [39]. The core of the pluripotency network consisted of *Pou5f1*, *Sox2* and *Nanog*, while the LIF-STAT3 and BMP4-ID pathways could interact with the core members and the final balanced state among these genes maintained the self-renewal potential of the pluripotent stem cells [39], [40], [41], [42]. Because the expression levels of *Pou5f1* and *Sox2* in the EC cells were comparable to those of the ES cells, we shifted to study the Nanog, LIF-STAT3 and BMP4-ID pathways. 

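Sox2, a partner of Oct4 in pluripotent cells, had an intensity of 665 ± 68.4 in P19, 542 ± 4.37 in P19 NTES7 and 884 ± 43.5 in R1 (mean ± SD, n = 3 arrays). The log2 difference of R1 from P19 was 0.41 (standard error 0.10, adjusted p = 0.00540), under the fold limit. Of 13 measured genes in the list of core pluripotency, which does not hold Nanog, 2 were called higher in R1 than in P19 and 0 lower (2 when adjusted over the list alone; adjusted p = 0.0642 from camera). Both are developmental pluripotency-associated genes, and Dppa4 was at 57.9 ± 10.1 in P19, 99.1 ± 6.34 in P19 NTES7 and 221 ± 47.5 in R1. Dppa2 was at 231 ± 50.3 in P19, 216 ± 10.7 in P19 NTES7 and 562 ± 35.6 in R1. P19 NTES7 had 0 called higher and 1 lower than P19, which was Utf1 (1 when adjusted over the list alone; adjusted p = 0.0350, and 0.341 with an estimated correlation). Against R1, 0 were called higher and 3 lower (3 when adjusted over the list alone; adjusted p = 5.35e-05, and 0.0995 with an estimated correlation).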

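Stat3, which transmits the LIF signal, had an intensity of 289 ± 7.14 in P19, 383 ± 9.20 in P19 NTES7 and 220.3 ± 8.91 in R1 (mean ± SD, n = 3 arrays) and was not called between any pair of lines. Of the Id genes, targets of BMP signaling, Id1 was at 16.3 ± 1.26 in P19, 23.4 ± 2.93 in P19 NTES7 and 34.8 ± 2.20 in R1 and was called higher in R1 than in P19 (log2 difference 1.10, standard error 0.11, adjusted p = 3.81e-06). Id2 was at 36.9 ± 5.89 in P19, 32.8 ± 1.81 in P19 NTES7 and 58.4 ± 13.4 in R1, and Id3 at 12.4 ± 2.84 in P19, 20.5 ± 2.72 in P19 NTES7 and 19.9 ± 1.52 in R1. Id4 was at 15.6 ± 0.942 in P19, 19.9 ± 1.84 in P19 NTES7 and 26.0 ± 6.04 in R1, and like Id2 and Id3 it was not called. In P19 NTES7, Id1 differed from P19 by 0.52 and from R1 by -0.58 on the log2 scale (adjusted p = 0.00455 and 0.00154), both under the fold limit.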

Intriguingly, we found that *Nanog* and *BMP4* were both within the differentially expressed gene set, but not *Stat3* or *id*. Therefore, the core of the pluripotency network was better-maintained in the P19 cell-derived pluripotent stem cells, but the external signaling molecules, such as *BMP4,* were still somewhat aberrant. Nevertheless, P19 NTES cells underwent the pluripotency acquisition process, with *Nanog* as the typical indication [40]. 

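Beyond Bmp4, Fst, an antagonist of activin, was at 16.5 ± 0.152 in P19, 48.1 ± 2.94 in P19 NTES7 and 57.9 ± 5.91 in R1 (mean intensity ± SD, n = 3 arrays). Inhba, an activin subunit, was at 8.75 ± 0.627 in P19, 14.0 ± 1.52 in P19 NTES7 and 31.3 ± 2.43 in R1. Tgfb3, a ligand of the TGF-beta family, was at 44.7 ± 3.76 in P19, 18.1 ± 2.66 in P19 NTES7 and 14.7 ± 1.13 in R1. Of 24 measured genes of BMP and TGF-beta signaling, 2 were called higher and 1 lower in P19 NTES7 than in P19 (the same when adjusted over the list alone; adjusted p = 0.00980 from camera, and 0.0850 with an estimated correlation). Against R1, 0 of these genes were higher and 2 lower (2 when adjusted over the list alone; adjusted p = 0.0184, and 0.0995 with an estimated correlation). Jak2, a kinase of the LIF pathway, was at 18.6 ± 4.55 in P19, 47.0 ± 6.44 in P19 NTES7 and 28.2 ± 5.76 in R1. Pim1, a kinase gene induced by STAT3, was at 46.3 ± 8.20 in P19, 117 ± 25.1 in P19 NTES7 and 134 ± 9.89 in R1. Of 13 measured genes of LIF and STAT3 signaling, 4 were called higher and 0 lower in P19 NTES7 than in P19 (4 when adjusted over the list alone; adjusted p = 2.56e-05, and 0.130 with an estimated correlation). Against R1, 0 of these 13 genes were higher and 3 lower (3 when adjusted over the list alone; adjusted p = 0.486), with a median log2 difference of 0.06 and a mean of -0.22. Fibroblast markers were also higher in P19 NTES7 than in P19, with 14 of 24 called.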

*Nanog* has recently been found as the gateway keeper for the ground-state pluripotency and it played an essential role in the pluripotency acquisition during the generation of iPS cells and the conversion of epiblast-derived stem cells (EpiSCs) into ES cells [43]. Moreover, our results indicate that the induction of *Nanog* in P19 NTES cells was promoter region methylation-independent, which was different from its conventional regulatory mechanism. In contrast to *Nanog*, *H19* was induced in a DMR methylation-dependent pattern. *H19*, a paternally imprinted gene, played an important role in the developing embryo; and the dysfunction of *H19* always related to many diseases [44], [45]. In sum, these data provide strong evidence that diverse reprogramming mechanisms worked on different genes. The reprogramming of EC cells may be a complicated process and the experiences accumulated in this study may also provide clues for deciphering the reprogramming mechanisms.

There is increasing evidence that tumor tissues are hierarchically organized and sustained by a distinct subpopulation of cancer stem cells (CSCs). CSCs were first isolated from human acute myeloid leukemia [46], which provided an attractive model for investigating tumorigenesis. Similar paradigms suggested in solid tumors were further verified by isolating CSCs from these transformed tissues [47]. Different CSCs had specific growing environments, also called “niches”, and the properties of CSCs appeared to be influenced by their specific genetic mutations in a given tumor tissue as well as the progression of disease [48]. Therefore, the most challenging problem facing this field is the variability of CSCs coming from their origins. A possible solution to this challenge would be the identification of an *in vitro* model of CSCs. In this study, pluripotent cells were derived from cancer cells and we named them according to their origins, not their identities. In order to know their real identities, high-throughput method was used to find the differences among cancer cells, cancer cell-derived pluripotent cells and normal ES cells. The final results demonstrated that pluripotent cells derived from cancer cells were intermediates between cancer cells and ES cells. Although these intermediates were not fully pluripotent, they still could maintain the self-renewal ability *in vitro* and had distinct molecular characteristics. We predict that when these counterparts of cancer cells are used in drug screening, they might provide a new path for obtaining information about killing cancer stem cells.

At the same time, two additional complicated questions remain to be resolved: What is the difference between pluripotent cells from cancer cells and CSCs, and what is the hierarchy between them? It is our hope that our work will pave the way to obtain the counterpart of CSCs *in vitro* and perhaps it may help us understand the occurrence of tumors and the clinical treatment of cancers more thoroughly.

## Materials and Methods

### NT and NTES Cell Derivation

Specific pathogen free (SPF) grade mice were housed in the animal facility of the National Institute of Biological Sciences. Animal care and handling were conducted in accordance with policies promulgated by the Ethics Committee of the National Institute of Biological Sciences.

Metaphase II oocytes were collected from 8- to 10-week-old female B6D2F1 (C57BL/6 × DBA/2 F1) mice superovulated by administration of PMSG and hCG. Enucleation and injection were carried out with a piezo-driven micromanipulator system on an Olympus X 71 inverted microscopes. Reconstructed oocytes were activated in 10 mM Sr^2+^ in Ca^2+^-free medium containing 5 µg/ml cytochalasin B (Sigma, http://www.sigmaaldrich.com/), and cloned embryos were cultured in KSOM medium (Chemicon, http://www.chemicon.com/). The establishment of ES cells was done as previously described [49].

### Cell Culture

N2a and P19 cells (ATCC, http://www.atcc.org/) were cultured in ES medium consisting of DMEM (Chemicon) supplemented with 15% FBS (Hyclone, http://www.hyclone.com/), nonessential amino acids (Chemicon), 2-mercaptoethanol (Chemicon), and 1000 units/ml leukemia inhibitory factor (LIF) (Chemicon). P19 NTES cells and other kind pluripotent stem cells were all cultured in ES medium with mouse embryonic fibroblasts treated with mitomycin C (Sigma) pre-plated on the culture dishes.

### Karyotype Analysis

Cells were cultured in ES culture medium containing 0.05 µg/ml demecolcine (Sigma) for 5 h to arrest cells at M-phase. Then cells were trypsinized, pelleted by centrifugation and resuspended in hypotonic solution containing 0.4% NaCl and 0.4% citrate for 5 min. Freshly prepared methanol:acetic acid (3∶1) were used to fix the cells at room temperature for 40 min. Finally, the resuspended cells were placed onto pre-cleaned slides for chromosomes counting.

### RT-PCR

RT-PCR was performed to investigate the expression of pluripotency related genes. Trizol (Invitrogen, http://www.invitrogen.com/) was used to extract total RNA following the manufacturer's instructions. Then total RNA was treated with DNase before reversely transcribing to cDNA using the MLV reverse transcriptase system (Promega, http://www.promega.com.cn/). Primer sets for *Nanog*, *Pou5f1, Sox2* and *Zfp42* were designed as previously described [49].

### Western Blot

Protein samples were loaded onto 12% SDS-PAGE gel, resolved and electroblotted onto PVDF membrane. The membrane was blocked in Tris-buffered saline containing 0.1% Tween 20 and 5% low fat dry milk for 1 hour at room temperature. Then, the PVDF membrane was incubated with diluted primary antibodies at 4°C overnight. The peroxidase based detection was performed with Super Signal West Pico Chemiluminescent Substrate Kits (Pierce, http://www.piercenet.com/). Actin was used as the inner control.

Rabbit polyclonal anti-Nanog antibody was purchased from Upstate (Upstate, http://www.chemicon.com/). Rabbit polyclonal anti-Actin antibody was obtained from Sigma (Sigma).

### Teratoma Formation and Tetraploid Blastocyst Complementation

Teratoma formation was performed to evaluate the *in vivo* differentiation capacity of NTES cells. Cells distributed in 200 µl PBS (Invitrogen) were subcutaneously injected into the forelimb of SCID-beige mice. Approximately 4 weeks after injection, teratomas were examined histologically using standard protocols. Briefly, teratomas were dissected, weighed and fixed in 4% formaldehyde. The fixed samples were then embedded in paraffin and tissue sections were stained with hematoxylin and eosin for analysis (HE).

For the tetraploid aggregated assays, tetraploid blastocysts were first produced by electrofusion of 2-cell stage embryos of B6D2F1 mice and cultured in KSOM until blastocyst stage [50]. And ES cells or P19 cells were injected into tetraploid blastocysts using a piezo-actuated microinjection pipette. Then the tetraploid aggregated embryos were transfer back to KSOM medium for several hours and transplanted into the uterus of pseudo-pregnant mice.

### Real-time PCR

Briefly, Trizol (Invitrogen) was used to extract total RNA. All the manipulations were according to the manufacturer's instructions. Total RNA was treated with DNase (Chemicon) for 30 min, and then an equal amount of RNA was reverse transcribed to cDNA using the MLV reverse transcriptase (Promega). *Gapdh* was used as the internal control. SYBR green PCR master mix (TaKaRa, http://www.takara-bio.com/) was employed as the detector of fluorescence signal, and ABI 7500 was used in accordance to the manufacturer's instructions. One independent experiment contained three replicates of both targeted genes and inner control. The results of three independent experiments in duplicate were averaged to get the mean value of every gene. Paired Student's *t*-tests were performed to assess the statistical difference. The significant standard was set as: fold change >2; p-value <0.05. The primer pairs for real-time PCR were summarized in Table S1.

### Bisulfite Genomic Sequencing Analysis of DNA Methylation

TIANamp Micro DNA Kit (Tiangen, http://www.tiangen.com/) was used to extract DNA from 1000 tumor cells or ES cells; and the extracted DNA was treated by EpiTect Bisulfite Kit (QIAGEN, http://www.qiagen.com/) according to the manufacturer's instructions. Bisulfite modification treatments were triplicated for each sample. Then the treated samples were used as the template of nest PCR by using Takara Tag HS (TaKaRa). Primer sets for nest PCR were showed in Table S1. PCR products were recovered using Wizard SV Gel and PCR Clean-Up System (Promega). Then the PCR products were cloned into pMD18-T vector (TaKaRa) and sequenced by using ABI PRISM 3100 Genetic Analyzer (Applied BioSystems, http://www.appliedbiosystems.com/).

### Methylation Sensitive Restrictive Enzyme Digestion Assay of DNA Methylation

Methylation sensitive restrictive enzyme digestion was performed to analyze the methylation profiles of *Pou5f1*. TaqI (New England Biolabs, http://www.neb.com/) was used in this assay to recognize the two sites at the promoter region of *Pou5f1*. The digested fragments were electrophoresed on 2.5% agarose gels containing ethidium bromide.

### Microarray Data Processing and Statistical Analysis

In brief, we collected P19 cells and feeder free ES cells from 10 cm diameter culture dish. The collected cells were used for RNA extraction in Trizol (Invitrogen) reagent. Per sample contained 3 replicates. GeneChip® Gene 1.0 ST Array System (http://www.affymetrix.com) was used for microarray assays. For the data processing and analysis, R/BioConductor was first performed to analyze the raw data of microarray, and Robust Multichip Average (RMA) was used for the normalization (scale median = 500). Then, 1-way ANOVA (MATLAB 7.5) (MathWorks, Inc. http://www.mathworks.com/) was used to identity the differentially expressed genes. The significance standard was set as: fold change >2, p-value <0.01. PCA was also performed to evaluate the repeatability of every sample.

For the hierarchical clustering analysis of significantly changed genes, raw signal values were log2-transformed, centered relative to the median, with the parameters that the distance was a Euclidean distance and the linkage was the average.

Expression Analysis Systematic Explorer (EASE) was used to analyze gene ontology and KEGG pathways. Over representation of genes in a gene ontology node or a KEGG pathway is present if a larger fraction of genes within that gene ontology node/pathway is differentially expressed compared with all genes. An EASE score ≤0.05 was set as the cutoff [51].

## Supporting Information

Table S1 Primer sets for Real-time PCR and nest PCR.
(0.05 MB DOC) Click here for additional data file.

Figure S1 Differentially expressed genes of GeneSet B in P53 signaling pathway. Genes in GeneSet B were mapped to the KEGG signaling pathway database; and the overrepresented genes were marked in yellow, with the non-corresponding ones marked in green. p-value < 0.05.
(1.07 MB TIF) Click here for additional data file.

Figure S2 Differentially expressed genes of GeneSet C in P53 signaling pathway. Genes in GeneSet C were mapped to the KEGG signaling pathway database; and the overrepresented genes were marked in blue, with the non-corresponding ones marked in green. p-value < 0.05.
(1.07 MB TIF) Click here for additional data file.

Dataset S1 Normalized Microarray Expression Data for GeneSet A.
(0.87 MB XLS) Click here for additional data file.

Dataset S2 Raw data of Real-time PCR for the Verification of Microarray results.
(0.03 MB XLS) Click here for additional data file.

Dataset S3 Normalized Microarray Expression Data for GeneSet B.
(0.18 MB XLS) Click here for additional data file.

Dataset S4 Normalized Microarray Expression Data for GeneSet C.
(0.38 MB XLS) Click here for additional data file.

Dataset S5 Overlapping Analysis Data of GeneSetA, B, C.
(0.11 MB XLS) Click here for additional data file.

Dataset S6 Gene Ontology Analysis of Molecular Function.
(0.03 MB XLS) Click here for additional data file.

Dataset S7 Gene Ontology Analysis of Biological Process.
(0.03 MB XLS) Click here for additional data file.

Dataset S8 Gene Ontology Analysis of Cellular Component.
(0.03 MB XLS) Click here for additional data file.

Dataset S9 Pathways Analysis Results of GeneSet A.
(0.02 MB XLS) Click here for additional data file.

Dataset S10 Pathways Analysis Results of GeneSet B.
(0.01 MB XLS) Click here for additional data file.

Dataset S11 Pathways Analysis Results of GeneSet C.
(0.01 MB XLS) Click here for additional data file.

# Supplementary material for: Linking Incomplete Reprogramming to the Improved Pluripotency of Murine Embryonal Carcinoma Cell-Derived Pluripotent Stem Cells
**Source:** PLoS One. 2010 Apr 26;5(4):e10320. doi: 10.1371/journal.pone.0010320
**Supplement:** Table S1 — Primer sets for Real-time PCR and nest PCR. (0.05 MB DOC)

**Table S1**. Primers sets for real-time PCR and nest PCR

| **Gene** | **Gene ID** | **Primer type** | **Primer sequence** |
| --- | --- | --- | --- |
| *H19* | NR_001592 | Real-time PCR | F: GTATGCCCTAACCGCTCAGTC;  R: CCAACCTCCCTCCCTAGAAAC |
| *Peg3* | NM_008817 | Real-time PCR | F: TCAATGACCTCACAAGCCACCAG;  R: CGGGCAACAGAGCGATGAAAGC |
| *Pou5f1* | NM_013633 | Real-time PCR | F: AATGCCGTGAAGTTGGAGAAGG;  R: AAAGAGAACGCCCAGGGTGAGC |
| *Nanog* | NM_028016 | Real-time PCR | F: GATGCGGACTGTGTTCTCTC;  R: GCTTGCACTTCATCCTTTGG |
| *Klf4* | NM_010637 | Real-time PCR | F: CCAAAGAGGGGAAGAAGGTCG;  R: GTGCCTGGTCAGTTCATCGG |
| *Sox2* | NM_011443 | Real-time PCR | F: CAGCATGATGCAGGAGCAGC;  R: CTGGAGTGGGAGGAAGAGGT |
| *c-Myc* | NM_010849 | Real-time PCR | F: GACTGTATGTGGAGCGGTTTC;  R: GCTGTCGTTGAGCGGGTAG |
| Trp53 | NM_011640 | Real-time PCR | F: GCTTTGAGGTTCGTGTTTGTG;  R: CTGGAGTGAGCCCTGCTGTC |
| *Bmp4* | NM_007554 | Real-time PCR | F: CGGTGGGAAACTTTCGATGTG;  R: CTTCTGCGGGTCAAGGTATGG |
| *Fbxo15* | NM_015798 | Real-time PCR | F: CTTTCTTACTTGGATGCGGTGAC;  R: GACTGAGGCTGTTGGTGAGGG |
| Gapdh | NM_008084 | Real-time PCR | F: TCTTGGGCTACACTGAGGAC;  R: CATACCAGGAAATGAGCTTGA |
| *Dppa5a* | NM_025274 | Real-time PCR | F: AGGGATCTCGAATGTCTCA;  R: TAGCCCGAATCTTGTTGTT |
| *Esrrb* | NM_011934 | Real-time PCR | F: TGGACTCGCCGCCTATGTT;  R: TCGATGTTGCCTTGAATGG |
| *H19* |  | Methylation | F1: GAGTATTTAGGAGGTATAAGAATT;  R1: ATCAAAAACTAACATAAACCCCT  F2: GTAAGGAGATTATGTTTATTTTTGG;  R2: CCTCATTAATCCCATAACTAT |
| *Peg3* |  | Methylation | F1: TGATAATAGTAGTTTGATTGGTAGGG;  R1: TAATTCACACCTAAAACCCTAAAACC  F2: TTTTGTAGAGGATTTTGATAAGGAGG;  R2: AAATACCACTTTAAATCCCTATCACC |
| *Pou5f1* |  | Methylation | F1: GAGGATTGGAGGTGTAATGGTTGTT;  R1: CTACTAACCCATCACCCCCACCTA  F2: TGGGTTGAAATATTGGGTTTATTT;  R2: CTAAAACCAAATATCCAACCATA |
| *Nanog* |  | Methylation | F: AAGTATGGATTAATTTATTAAGGTAGTT;  R1: AAAAAACCCACACTCATATCAATATA;  R2: CAACCAAATAACCTATCTAAAAA |

How the deposited data were processed for this re-analysis (not part of the article)

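The intensity values of the 9 arrays (3 each of P19, P19 NTES7 and R1) were used as deposited. Per the methods, the authors made them with Robust Multichip Average, and they are on the linear scale. The scaling to a median that the methods state is not in the values. The raw images were not used here, and no genome or build comes with the series, so no positions are given.

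Log2 values of all probe sets were fitted with limma (version 3.58.1, R version 4.3.3), with a mean for each line and moderated variances. Every adjusted p of a single gene in the text is a Benjamini-Hochberg adjusted p from limma, over all probe sets of a comparison. A probe set was called where this p was under 0.01 and the fold was over 2. Errors of levels are SDs over arrays, and errors of log2 differences are standard errors from limma. GeneSets A, B and C were rebuilt from these calls as the paper defines them.

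The 24 fixed gene lists and the rule for the genes named were written before the data were examined. Some list members, such as Esrrb, also stand in the paper's Table 3, which prints levels from these arrays. The lists are thus not fully independent of the arrays. The rule takes the genes named by the study, the 10 largest rises and falls of each comparison, and up to 4 members of each list or pathway. Genes beyond that rule are said to be chosen after their values were seen. The lists were tested with limma's camera, with a preset correlation of 0.01 between genes and, as an alternative, with a correlation estimated from the arrays, and the p-values were adjusted over 72 tests. Of 445 list entries, 407 had a measured gene, and of 165 entries of the study's pathway lists, 149 had one.

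Principal components were taken from the log2 values of all probe sets. Clustering used probe sets called in any comparison, centred on their medians, with Euclidean distance and average linkage. The PCR values are the means the paper prints. P-values of correlations come from exact permutation of pairings, and those of differences in recovered share from permutation of list membership over genes.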

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

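The tests on Y-linked genes, the tests of markers shared with stem cells and the choice of the 8 genes at the end were made after their results were seen.

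Fibroblast markers, which the paper does not analyse, were higher in R1 and P19 NTES7 than in P19, with 17 and 14 of 24 called, and the mean log2 value of the 17 ran from 4.22 to 4.31 on P19 arrays, from 6.03 to 6.35 on P19 NTES7 arrays and from 6.79 to 6.93 on R1 arrays. Fn1, the matrix protein fibronectin, chosen after its values were seen, was at 447 ± 22.1 in P19, 1065 ± 173 in P19 NTES7 and 1414 ± 117 in R1 (mean intensity ± SD, n = 3 arrays). Within P19 NTES7 and R1 (6 arrays) the 17 markers had a mean pairwise correlation of 0.299, at percentile 99.03 of 10000 matched lists (median 0.0334). RNA of feeder fibroblasts left in the samples may thus account for part of the signal. The methods describe P19 NTES and ES cells, but not P19, as grown on fibroblasts, yet state that the ES cells were collected feeder free. Within their lines, the mean of the markers was highest on R1 replicate 3 (6.93) and P19 NTES7 replicate 1 (6.35). These arrays also had the highest values of their lines on the third principal component (30.4 and 12.0). Whether the correlation rests on these arrays was not tested. The rise was not limited to a few markers, since 23 of 24 had a higher mean in P19 NTES7 than in P19 (95.8%, and these genes are not independent). With 14 already called, this restates the pattern and does not test whether stem cells also express these markers. A test on Dcn, Lum, Prrx1, Postn and Lox was also void. In it, 5 of 5 were called higher in P19 NTES7 or had a recovered share over 0.1. These genes and this limit were set once their rises had been seen. A difference of the lines in their own expression of these genes was not tested and stays open, and 6 of the called markers are also in the focal adhesion list that the study drew from these arrays.

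Y-linked genes, which the paper does not discuss, were also seen to differ: 3 of 8 measured (Kdm5d, Eif2s3y and Uty) were called higher in P19 than in P19 NTES7. Of 5 above the array median of 16.9 in P19, 4 were below it on all 3 P19 NTES7 arrays, while Sry had a signal of 24.1 in P19, 22.8 in P19 NTES7 and 24.7 in R1, so P19 NTES7 cells without a Y chromosome cannot be told apart from lower expression of these genes. The 5 genes were picked by their P19 level and not by their calls, and 4 of them were low on all 3 P19 NTES7 arrays, while Sry was not. For these 4 genes this argues against a single wrongly labelled array, which would be low alone. The first form of this test, with a value of 0, was void because it also required Sry to be low. A form on the called genes, below the median on 3 of 3 P19 NTES7 arrays, was void too, since they were picked as lower there. P19 NTES7 derived from other cells than P19 cannot be told apart either: of 72 genes over 8-fold apart between R1 and P19, 42 (58.3%, exact 95% interval 46.1 to 69.8) had a recovered share under 0.5 and 13 a share under 0.1, as a line from other cells may also have. A difference of the lines in their own expression of Y-linked genes was not tested.

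Among genes called higher in P19 NTES7 than in both other lines and not named by the study, the 8 largest mean rises were taken. As folds over P19, these were Usp26 at 33.1, Meioc at 11.3, Them5 at 8.26, Dusp1 at 11.1, Gstm5 at 4.12, Cacna1h at 2.91, Parp12 at 8.90 and Ap3b2 at 4.15. Usp26, Them5, Parp12 and Ap3b2 were below the array median in P19, so their folds and ranks are over the array floor. Gstm5, Cacna1h, Them5 and Ap3b2 were below this median in R1, so their ranks are over the floor there too.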

How the results depend on the processing

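The settings that leave out 1 array for gene lists, chromosomes, PCA, clustering, pathway lists and PCR, and the replicate block for lists and chromosomes, were chosen after the data were seen. The cause was not tested for any changed result below, except where the threshold or the number of probe sets itself sets the count.

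Counts are given in the order R1 against P19, P19 NTES7 against P19, P19 NTES7 against R1, GeneSet B, GeneSet C, their overlap, and P19 NTES7 alone. With limma's adjusted p under 0.01 and a fold over 2 they were 2135, 839, 1305, 555, 950, 136 and 120. At an adjusted p under 0.05 with no fold limit they were 9282, 5417, 7304, 3778, 5307, 1753 and 1541. With limma's treat against a fold of 2 they were 839, 182, 360, 118, 259, 12 and 28. At an adjusted p under 0.001 and a fold over 5 they were 318, 79, 143, 53, 111, 6 and 14. With 1 probe set per gene, GeneSets B and C held 353 and 622 and shared 69. With a one-way analysis of variance of linear values the overlap was 132 probe sets, and with Tukey's test added it was 61. Quantile normalization gave a median recovered share of 0.352.

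On PC1, P19 NTES7 was at 0.385 with probe sets scaled to unit variance, and PC1 held 34.4% of the variance with scaling, 78.3% over the 1000 probe sets of highest variance and 66.2% without dim probe sets. The ratio of the distances of P19 NTES7 to P19 and to R1 was 0.850 over all probe sets and 0.988 with 1 minus Pearson's r. With an estimated correlation, 9, 7 and 4 gene lists and, for R1 against P19, 4 chromosomes passed the limit. With means of shares limited to -1 to 2, p53 signaling differed from MAPK by -0.349 (adjusted permutation p = 0.0356), from ECM-receptor interaction by -0.345 (adjusted permutation p = 0.0408) and from focal adhesion by -0.290 (adjusted permutation p = 0.0427). In the fixed lists that take the place of p53 and MAPK signaling the difference was -0.712. With Table 3's H19 probe set, r of PCR and arrays for R1 against P19 was 0.617 (exact p = 0.0795).

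Without 1 array at a time, the called counts ran from 2115 to 2259, 809 to 881 and 1289 to 1436, GeneSet B from 526 to 563, GeneSet C from 929 to 1050, their overlap from 128 to 144, and P19 NTES7 alone from 114 to 136. The lowest share of the called probe sets that was kept was 91.9%. The recovered share ran from 0.367 to 0.391, the position on PC1 from 0.294 (without P19 replicate 2) to 0.421 (without R1 replicate 2), the variance on PC1 from 57.1% to 67.1%, and the distance ratio from 0.788 to 0.818. The lists past the limit ran from 14 to 18, 13 to 14 and 10 to 12. The p53 difference from MAPK ran from -0.481 (without P19 NTES7 replicate 1, where it passed the test) to -0.371, from ECM-receptor interaction from -0.651 to -0.562, from focal adhesion from -0.591 to -0.488, from VEGF from -0.290 to -0.178, and from tight junction from -0.0904 to 0.00862. PCR correlations ran from 0.696 to 0.740 and from 0.860 to 0.879. Over these 9 runs, list calls were lost 12 times: for two-cell-like genes 4 times and maternally expressed imprinted genes 2 times (R1 against P19), core pluripotency 3 times (P19 NTES7 against P19), and the ERK response 2 times and BMP and TGF-beta 1 time (P19 NTES7 against R1). They were gained 7 times, all for R1 against P19.

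With a replicate block the counts were 2136, 837, 1302, 556, 949, 137 and 120, so the replicate numbers changed little. Replicates of the same number in different lines had correlations from -0.223 to 0.0403, and others from -0.150 to 0.207. Of 12558 values of single named genes over all settings, 12007 kept their direction and side of the threshold, 433 fell below it, 118 passed it and 0 reversed. P19 NTES7 clustered with P19 in every setting run. The number of arrays and the signal over the array floor limit what can be called.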

Differences from the paper's values

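The paper's Table 3 gives H19 a mean intensity of 14.8403 in P19, 172.4851 in P19 NTES7 and 108.9784 in R1, and the brightest H19 probe set had 28.7, 836 and 500.2. Of the alternatives set before the data were examined, Table 3's H19 probe set removed the difference in all lines (14.8, 172 and 109) and the mean of a gene's probe sets brought only P19 within 1.5 times the paper's value (20.6, with 379 and 233 in the other lines). The differences stayed under the others, which change thresholds, fits or normalization.

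The paper counts 42 genes in both GeneSets B and C, and 69 were counted from limma's adjusted p and a fold over 2, where the paper used an analysis of variance p and a fold over 2. Of the alternatives set before the data were examined, a one-way analysis of variance of linear values with Tukey's test, of which the methods name only the one-way analysis, gave 52 genes and setting each array's median equal gave 62, which are not over 1.5 times the paper's value. The others stayed apart, from 64 genes with quantile normalization to 1273 at an adjusted p under 0.05 with no fold limit, with 11 under treat against a fold of 2 and 5 at an adjusted p under 0.001 and a fold over 5.

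The paper states that Peg3 did not change, and its intensity here was 289 ± 15.9 in P19, 423 ± 11.8 in P19 NTES7 and 136 ± 17.0 in R1, with a log2 difference from P19 of 0.55 for P19 NTES7 (adjusted p = 0.00212 from limma, under the fold limit) and -1.09 for R1 (adjusted p = 2.38e-06). Peg3 is also in the paper's Dataset S1. The paper leaves the Id genes out of its differentially expressed set, and Id1 was called here with a log2 difference of R1 from P19 of 1.10 (adjusted p = 3.81e-06) and is in Dataset S1, while Id2, Id3 and Id4 were not called. The paper counts Cdkn1a among inactive genes of the P53 pathway, and it was higher in P19 NTES7, at 45.6 ± 2.77, than in P19, at 9.35 ± 0.524, which is below the array median (adjusted p = 2.55e-08). The paper sees no induction of Tbx3 and Trp53. Tbx3 differed from P19 by a log2 difference of 0.66 (adjusted p = 0.00113, under the fold limit), and Trp53 was 9.44-fold higher in the paper's own PCR means, while on the arrays it was below the median in both lines, so a change there cannot be read. The paper places H19 in P19 NTES7 at the normal level, and it was 1.66-fold above R1 on the arrays and 0.243-fold of R1 in the paper's PCR means. The paper states a scaling of the array median, and the medians of the deposited arrays ran from 16.5 to 17.5.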

Other observations

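The test of feeder RNA as the source of Trp53 was chosen after the result was seen.

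Genes of interferon signaling and antigen presentation were higher in P19 NTES7 and R1 than in P19. Of 17 measured, 5 were called higher in P19 NTES7 and 0 lower (5 when adjusted over the list alone; adjusted p = 6.63e-08 from camera, and 0.0280 with an estimated correlation), and 4 higher and 0 lower in R1 (adjusted p = 1.87e-04, and 0.0518 with an estimated correlation). Ifitm3, an interferon-induced membrane protein gene, was at 118 ± 11.2 in P19, 550.0 ± 25.0 in P19 NTES7 and 575 ± 124 in R1 (mean intensity ± SD, n = 3 arrays), and B2m, the light chain of MHC class I molecules, at 71.4 ± 12.3 in P19, 165 ± 26.5 in P19 NTES7 and 233 ± 18.7 in R1. Tapbp, which loads peptides on these molecules, was at 68.5 ± 10.1 in P19, 168 ± 11.1 in P19 NTES7 and 67.7 ± 3.29 in R1. P19 NTES7 against R1 had 1 called higher and 1 lower (adjusted p = 0.582). The fibroblast markers, with 14 of 24 called higher in P19 NTES7 than in P19, moved in the same direction.

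Some genes of the neural ectoderm were lower in P19 NTES7 than in P19, with 0 of 19 called higher and 5 lower (5 when adjusted over the list alone; median log2 difference -0.02, mean -0.48, 8 of 19 above 0; adjusted p = 0.00237 from camera, and 0.0420 with an estimated correlation). Zic1, a zinc finger factor of the neural plate, was at 94.9 ± 10.8 in P19, 22.5 ± 2.28 in P19 NTES7 and 11.8 ± 0.118 in R1, and Elavl3, a neuronal RNA-binding protein, at 80.3 ± 4.16 in P19, 22.5 ± 4.51 in P19 NTES7 and 28.7 ± 0.656 in R1. Neither R1 against P19 (2 higher, 5 lower; adjusted p = 0.524; median log2 difference 0.10, mean -0.26) nor P19 NTES7 against R1 (1 higher, 4 lower; adjusted p = 0.333) passed the test. Of 14 genes of the trophectoderm, 4 were called higher in P19 NTES7 than in P19 and 0 lower (adjusted p = 3.56e-04, and 0.0518 with an estimated correlation), among them the keratin genes Krt8, at 30.3 ± 6.49 in P19, 111 ± 4.60 in P19 NTES7 and 60.3 ± 14.3 in R1, and Krt18, at 17.4 ± 2.22 in P19, 59.8 ± 5.26 in P19 NTES7 and 31.5 ± 0.599 in R1. R1 had 2 higher and 0 lower than P19 (adjusted p = 0.0259, and 0.156 with an estimated correlation), and P19 NTES7 had 1 higher and 0 lower than R1 (adjusted p = 0.491; median log2 difference -0.01, mean 0.17).

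Other lists are given as values from camera, in the order R1 against P19, P19 NTES7 against P19 and P19 NTES7 against R1. The primed epiblast list of 15 genes had adjusted p of 0.609 (median -0.05, mean 0.02 on the log2 scale), 0.327 and 0.875. The cell cycle list of 25 had 0.0642, 0.690 and 0.144, glycolysis of 17 had 0.524, 0.431 and 0.916, and endoderm of 17 had 0.0504, 0.195 and 0.360. The two-cell-like list of 7 genes had 0.0400 (higher in R1, 0.373 with an estimated correlation), 0.106 and 0.421, and the reference genes, 9 in number, had 0.602, 0.988 and 0.615. For lists described at the claims, the further values were, for R1 against P19, 5.53e-05 for the primitive streak and mesoderm, 2.38e-08 for basement membranes and integrins, 0.00527 for DNA methylation (0.222 with an estimated correlation), 0.0356 for maternally expressed imprinted genes (0.111 with an estimated correlation), 5.53e-05 for BMP and TGF-beta, 0.00393 for LIF and STAT3 (0.295 with an estimated correlation) and 0.460 for Y-linked genes (median 0.27, mean -0.12). For P19 NTES7 against P19 they were 1.17e-10 for germline genes and 0.00168 for epithelial junctions (0.0995 with an estimated correlation). For P19 NTES7 against R1 they were 0.225 for the primitive streak and mesoderm, 3.12e-04 for germline genes, 5.35e-05 for epithelial junctions (0.0518 with an estimated correlation), 0.0356 for the ERK response (0.351 with an estimated correlation), 7.91e-04 for Y-linked genes (0.0518 with an estimated correlation), 0.303 for maternally and 0.0114 for paternally expressed imprinted genes (0.0692 with an estimated correlation).

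Of the pathway lists that the study drew from these arrays, which are not independent evidence, PPAR signaling had 3 members in GeneSet B and 7 in GeneSet C of 13 called (median recovered share 0.350), and TGF-beta signaling 6 and 4 of 14 (0.626), 2 of them fibroblast markers.

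Of 63 tests of chromosomes with camera, 7 passed the adjusted limit. Genes of chromosome 14 were lower in P19 NTES7 than in R1, with 2 called higher and 64 lower (median log2 difference -0.12, adjusted p = 6.06e-07), and lower than in P19 (6 and 21 called, adjusted p = 0.0105). Genes of chromosomes 4 and 11 were higher in P19 NTES7 than in R1 (adjusted p = 3.51e-04 for both), and those of chromosome 11 were lower in R1 than in P19 (adjusted p = 0.0105). Chromosome Y was lower in P19 NTES7 than in P19 and R1 (adjusted p = 0.00445 for both, and 0.111 with an estimated correlation).

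Trp53 was near the array floor in P19 and P19 NTES7 and high in R1. Loss of a stretch of chromosome around Trp53 in P19 cells was argued against, since the 14 of 20 neighbouring genes that were above the array median in R1 had a median log2 difference of R1 from P19 of -0.0664 (range -2.06 to 2.29, 5 called). A loss within Trp53 itself was not tested and may remain. RNA of feeder fibroblasts as the source of the Trp53 signal in R1 was argued against. Trp53 had a recovered share of -0.00502 (SD 0.0271, n = 3 arrays), against quartiles of 0.667 and 0.848 for the 17 fibroblast markers. As Trp53 was below the array median in P19 and P19 NTES7, its share is not exact. By the paper's PCR means, Trp53 in P19 NTES7 was 9.44-fold higher than in P19, but only 0.0176-fold of R1.

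Splits of 3 against 3 arrays are too few, at 10, for a share under 0.05. The real splits called 2135, 839 and 1305 probe sets, and the highest of the other splits called 0. The real splits put 15, 14 and 12 lists past the limit, and the highest others 12, 11 and 11, though 0 probe sets were called in them. The other splits keep part of the line difference, so they do not give camera's chance rate. Over 100 groupings of the 9 arrays, the real one gave the largest GeneSet B (555, highest other 384) and GeneSet C (950, highest other 932). The same held for their overlap (136, highest other 0) and P19 NTES7 alone (120, highest other 0). In each case 1 grouping, the real one, was as large. The 4 other groupings that called any probe sets of B or C kept the 3 arrays of 1 line together, which is a structure of the samples, and the other 95, which mix all lines, called 0. Groupings that call 0 probe sets give no scale for the size of a set, so chance is not excluded for each set on its own. The counts bear on whether the lines differ, and not on where P19 NTES7 lies between the others.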
